# Functional elucidation of the non-coding RNAs of *Kluyveromyces marxianus* in the exponential growth phase

**DOI:** 10.1186/s12864-016-2474-z

**Published:** 2016-02-29

**Authors:** Yoo-Bok Cho, Eun Ju Lee, Suhyung Cho, Tae Yong Kim, Jin Hwan Park, Byung-Kwan Cho

**Keywords:** *Kluyveromyces marxianus*, Non-coding RNA, Long antisense ncRNA, RNA-seq, Pervasive transcription, Metabolism

## Abstract

**Background:**

Non-coding RNAs (ncRNAs), which perform diverse regulatory roles, have been found in organisms from all superkingdoms of life. However, there have been limited numbers of studies on the functions of ncRNAs, especially in nonmodel organisms such as *Kluyveromyces marxianus* that is widely used in the field of industrial biotechnology.

**Results:**

In this study, we measured changes in transcriptome at three time points during the exponential growth phase of *K. marxianus* by using strand-specific RNA-seq. We found that approximately 60 % of the transcriptome consists of ncRNAs transcribed from antisense and intergenic regions of the genome that were transcribed at lower levels than mRNA. In the transcriptome, a substantial number of long antisense ncRNAs (lancRNAs) are differentially expressed and enriched in carbohydrate and energy metabolism pathways. Furthermore, this enrichment is evolutionarily conserved, at least in yeast. Particularly, the mode of regulation of mRNA/lancRNA pairs is associated with mRNA transcription levels; the correlation between the pairs is positive at high mRNA transcriptional levels and negative at low levels. In addition, significant induction of mRNA and coverage of more than half of the mRNA sequence by a lancRNA strengthens the positive correlation between mRNA/lancRNA pairs.

**Conclusions:**

Transcriptome sequencing of *K. marxianus* in the exponential growth phase reveals pervasive transcription of ncRNAs with evolutionarily conserved functions. Studies of the mode of regulation of mRNA/lancRNA pairs suggest that induction of lancRNA may be associated with switch-like behavior of mRNA/lancRNA pairs and efficient regulation of the carbohydrate and energy metabolism pathways in the exponential growth phase of *K. marxianus* being used in industrial applications.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2474-z) contains supplementary material, which is available to authorized users.

## Background

The haploid and thermotolerant *Kluyveromyces marxianus* is a non-conventional yeast species with several advantageous metabolic properties over *Saccharomyces cerevisiae,* such as fermentation ability at high temperatures, ability to grow on various hexose and pentose sugars, production of less ethanol in the presence of excessive sugar, and weak glucose repression, which enables the fermentation of mixed sugars, such as hemicellulose hydrolysate and inulin, at higher temperatures [1]. These properties facilitate the development of efficient fermentation processes utilizing *K. marxianus*. As a result, this Generally Regarded As Safe (GRAS) species shows potential for use as a cell factory with high capability for improving biomass yields in industrially relevant biotechnological applications. For example, *K. marxianus* has been utilized for the reduction of lactose content in food products as well as for the production of ethanol, various enzymes, heterologous proteins, aromatic compounds, and bioingredients, and for bioremediation [2].

In order to engineer this species to be more suitable for use in various applications, genetic resources, such as its genome and transcriptome, are required at the genomic scale. *K. marxianus* is a member of the Saccharomycetales; however, the genetics and metabolism of this yeast are considered quite different from those of *S. cerevisiae* from an evolutionary point of view [1]. For instance, the mode of regulation of genes in the glycolysis and tricarboxylic acid (TCA) cycle pathways differs between the two yeast species, although they are largely conserved [3]. In particular, regulatory mechanisms in metabolic networks governing carbon assimilation have not yet been explored. It has been established that transcriptional regulatory networks, comprising of transcription factors and other auxiliary components, control metabolic flexibility and robustness in response to environmental conditions. Therefore, a full understanding of the cellular response to growth conditions as well as the roles of cognate regulators, such as transcription factors, is necessary for the elucidation of changes in transcript levels of metabolic genes due to the effects of growth conditions.

Interestingly, genome-wide transcriptome analyses have demonstrated that the eukaryotic genome is pervasively transcribed [4], e.g., more than 85 % of the genome of *S. cerevisiae* is transcribed [5]. This is due to a plethora of previously unannotated non-coding RNAs (ncRNAs), which are pervasively transcribed from intergenic and antisense regions of annotated genes. As transcription requires a large amount of cellular energy, nonfunctional pervasive transcription may impose a metabolic and regulatory burden on cells. In accordance with this, diverse functions of ncRNAs, such as in the modulation of gene expression related with metabolism and pathogenesis, have been revealed [4, 6]. However, there have been few reports on the functional characterization of ncRNAs in non-model yeast, despite accumulating evidence of the roles of regulatory ncRNAs in model organisms [6–8]. The evolutionary conservation of antisense RNA (asRNA) has been reported between *S. cerevisiae* and *Saccharomyces paradoxus,* which are in the *sensu stricto* Saccharomycetales [9, 10]. Additionally, the evolutionary conservation of long asRNAs between five *sensu stricto* Saccharomycetales members and *Kluyveromyces lactis* has been reported [11]. Thus, the evolutionary conservation of pervasive ncRNA transcription in budding yeasts suggests that these ncRNAs perform important functions in these organisms [9, 10].

In order to examine the functions and extent of transcription of ncRNA, we analyzed the transcriptomic changes at three time points during the exponential growth phase in *K. marxianus* by conducting strand-specific RNA-seq. The results indicated pervasive ncRNA transcription in the exponential growth phase. Additionally, we performed enrichment analysis of differentially expressed transcripts to demonstrate that long antisense ncRNAs (lancRNAs) show functional associations with carbohydrate and energy metabolism. The correlation between transcription levels in mRNA and lancRNA pairs suggests potential mechanisms by which these RNAs perform their functions.

## Results

### RNA-seq at the exponential growth phase

We are particularly interested in transcriptional regulation at exponential growth phase where most biomass production is accomplished. In order to measure dynamic transcriptomic changes during exponential growth in the non-model yeast *K. marxianus* and achieve further understanding of the cellular response to the exponential growth conditions, we sequenced total RNAs isolated at three time points corresponding to early-exponential (EE), mid-exponential (ME), and late-exponential (LE) growth phase, with two biological replicates for each sample (Fig. 1a). We employed the dUTP method for RNA-seq [12] and obtained 23,309,796 mapped reads for EL, 28,076,013 mapped reads for ML, and 37,484,281 mapped reads for LL (Additional file 1: Table S1) [13]. These corresponded to 68.6 % of the genome being transcribed from one strand of DNA and 17.2 % being transcribed from both strands of DNA. 

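Total RNA of *K. marxianus* depleted of rRNA was sequenced with strand information in 6 libraries, 2 from each growth phase, taken at an optical density of about 3 (EE), 7 (ME) and 10 (LE). Table S1 lists 13546457 and 9763339 mapped reads for the EE libraries, 14621503 and 13454510 for the ME libraries, and 19001600 and 18482681 for the LE libraries. The authors mapped the reads to the contigs of the genome assembly with CLC genomics workbench and placed non-specific matches at random. Transfrags were obtained from the reads of all 3 growth phases together, and the reads on each transfrag were scaled by DESeq. The authors deposited 1 transcriptional level per transfrag and growth phase, a normalized read signal that is not scaled by transfrag length, for 14298 transfrags with a mean level of at least 1.34. Each level is the authors' mean over both libraries, and no difference between growth phases was tested. The low levels of a growth phase were sums of whole multiples of 2 steps, as a mean over 2 libraries with different size factors gives. These steps accounted for 100% of the 9607 EE levels up to 20, 99.7% of the 5675 ME levels up to 5 and 100% of the 5875 LE levels up to 5. By chance, 12.9%, 31.4% and 26.4% of the possible values lie on them. The steps correspond to size factors of 0.707 and 0.375 for EE, 1.85 and 1.37 for ME, and 1.70 and 1.26 for LE. With these factors the levels sum to an estimated 4411691 reads on transfrags in EE, 10955413 in ME and 13759220 in LE. The estimate assumes equal levels in both libraries, and its limits are 3057480 and 5765901 reads in EE, 9331324 and 12579502 in ME, and 11701888 and 15816552 in LE. A count of 3 reads in a single library corresponds to a level of up to 4.00 in EE, 1.09 in ME and 1.19 in LE, and fold changes against a lower level were computed against these values as lower bounds. Other changes were computed as log2 of the level plus a pseudocount of 1, which understates the change of low levels. Counting errors, where given, cover the sampling of reads alone.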

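The 14298 transfrags of the deposited annotation covered 5966112 bases of the contigs, counting the transfrags of all RNA classes and of all growth phases. Of these bases, 1451165 (24.3%) were covered by transfrags on both strands.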

Considering only the gene region, 68.8 % of the sense strand and 30.5 % of the antisense strand were transcribed, and 24.8 % of the gene regions were transcribed from both strands. Most of the sequence reads were mapped to the sense strand of protein coding genes (~70 %), intergenic regions (~20 %), and antisense strand of protein coding genes (~10 %) (Fig. 1b). A low number of sequence reads (<1.2 %) were mapped to rRNAs, indicating that rRNA depletion was successfully carried out. 

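On the transfrags kept by the authors, the sense transfrags held 92.2% of the summed transcriptional level in EE, 87.1% in ME and 89.2% in LE. The intergenic transfrags held 3.80% in EE, 3.20% in ME and 2.32% in LE. These shares refer to the level on 5785 sense, 5793 antisense and 2720 intergenic transfrags and not to all mapped reads. Counting error moved the intergenic share by less than 0.02 percentage points in each growth phase (95% interval of 3.79% to 3.82% in EE). A few transfrags held much of the level, with 62.1% of it on the 100 highest transfrags in EE, 48.2% in ME and 48.9% in LE. Without these 100, the sense share was 86.6% in EE, 88.9% in ME and 89.4% in LE.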

During cell growth, the fraction of reads mapped to the sense strand of protein coding genes was increased (68.2 % → 71.0 % → 73.4 %), while that mapped to the intergenic region was decreased (20.5 % → 17.7 % → 16.3 %). 

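The antisense transfrags held 4.01% of the summed level in EE (95% interval from counting of 3.99% to 4.03%), 9.68% in ME (9.66% to 9.70%) and 8.52% in LE (8.51% to 8.53%). Without the 100 highest transfrags of each growth phase the antisense share was 8.67% in EE, 8.06% in ME and 8.14% in LE. The lower share in EE was thus not seen without them. This concerns the share alone and leaves a broader change of antisense levels open.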

The fraction of reads mapped to the antisense strand of protein coding genes was almost unchanged (9.5 % → 10.3 % → 9.6 %). This result suggested that not only mRNA, but also a substantial amount of ncRNAs, were changed to achieve rapid cell growth in the exponential phase. 

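By RNA class, the lancRNAs held 3.70% of the summed level in EE, 9.51% in ME and 8.43% in LE. The share of the lincRNAs was 3.39% in EE, 2.86% in ME and 2.21% in LE. The short classes held less, with 0.309%, 0.170% and 0.0939% for the sancRNAs and 0.410%, 0.344% and 0.114% for the sincRNAs in EE, ME and LE. From the fractions of reads in each growth phase, the paper proposes that a substantial amount of ncRNAs changed together with the mRNAs to reach rapid growth.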

Hierarchical clustering of biological replicates showed that, overall, experimental procedures were reproducibly conducted (Fig. 1c). In particular, the transcriptional landscape of RNA-seq indicated high strand-specificity and distinct transcriptional expression patterns during cell growth (Fig. 1d).

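Across the 14298 transfrags, Pearson's r of log10(level + 1) was 0.792 between EE and ME (Spearman's rho 0.668), 0.788 between EE and LE (rho 0.646) and 0.967 between ME and LE (rho 0.931). These values describe similarity across transfrags, which are not independent replicates, and no test was made. Levels simulated as equal in all growth phases, with the depth of each library, gave r of 0.979 for EE and ME, 0.979 for EE and LE, and 0.990 for ME and LE by counting noise alone. The 8160 EE levels up to 12 could each be split in a single way into reads of the 2 libraries, whose difference varied 2.37 times as much as counting noise (1.00 in 20 simulations, SD 0.0198). This spread corresponds to a variance of 2.92 times the mean. With it in every growth phase, equal levels gave r of 0.957, 0.956 and 0.974. Among the mRNAs r was 0.816 for EE and ME, and among the lancRNAs it was 0.604.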

**Fig. 1:**
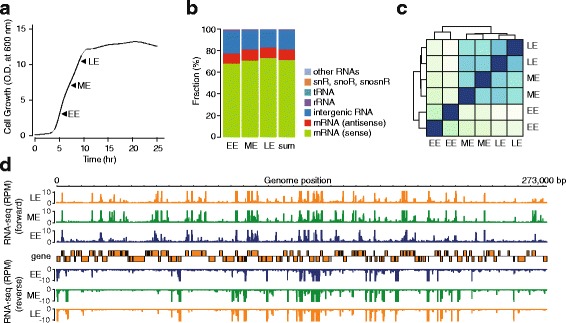
Genome-wide measurement of transcriptome during exponential growth phase. **a**–**e** EE, ME, and LE indicate early-exponential (EE), mid-exponential (ME), and late-exponential (LE) growth phase, respectively. **a** *K. marxianus* growth curve in YNB-u medium. RNA collection points at exponential growth phase (EE, ME, and LE) are indicated by *arrows*. **b** Reads mapping fraction of the three experimental conditions against location relative to gene classes. **c** Heatmap of hierarchical clustering among the RNA-seq experiments of the two biological replicates of the three experimental conditions, which was carried out by DESeq with variance-stabilizing transformation function. **d** RNA-seq profile of example genomic region during cell growth. Data for each condition were normalized to RPM (reads per million reads) to make y-axes same scale

### Pervasive ncRNA transcription across the genome

We annotated 4839 protein coding genes from the *K. marxianus* genome using AUGUSTUS (Additional file 2: Table S2) [13, 14]. Gene units were defined without taking exon-intron structures into account, as the number of introns in the *K. marxianus* genome is less than 5 % [15]. Cmsearch program in Infernal version 1.1 [16] yielded 273 RNA genes using Rfam data (Additional file 3: Table S3) [17]. Subsequently, we obtained transcription units across the genome by transfrag method and subsequent post-processing (Fig. 2a). Transfrag is defined as contiguous genomic region actively transcribed [18]. Briefly, we discarded transfrags of transcriptional level lower than 1.34 (25 percentile) to reduce false positives in the detected transcripts. In addition, transfrags overlapping with either the forward strand or reverse strand of RNA genes were removed in order to focus on the ncRNAs associated with protein-coding genes. 

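The deposited annotation still held 113 transfrags that overlap 108 of the 273 RNA genes of Table S3. They comprised 61 lancRNAs, 43 sancRNAs and 9 mRNAs, and 104 of the 113 lie on the strand opposite to the RNA gene. The 61 lancRNAs held 12.1% of the summed lancRNA level in EE, 37.6% in ME and 35.8% in LE. The following transfrags were chosen after their values were seen. The highest in ME and LE, transfrag31045, lies on contig 116 from 463 to 1652, opposite a small subunit rRNA match of the bacterial type, with a level of 1527 in EE, 56956 in ME and 73999 in LE. The next, transfrag16722, lies on contig 110 from 279115 to 279627, opposite the fungal signal recognition particle RNA, with a level of 1080 in EE, 36636 in ME and 55113 in LE. In EE, 3 lancRNAs opposite eukaryotic rRNA on contig 107 were higher than both and fell in LE. Their levels in EE, ME and LE were 6914, 8410 and 203.1 for transfrag16221 and 3461, 8391 and 1337 for transfrag16228, and transfrag16216 fell from 2579 in EE to 169.4 in LE.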

We then classified the transfrags into five RNA classes based on their length (short: length <200 nt and long: length ≥200 nt) [7], coding potential (non-coding: CPAT coding potential <0.364 and coding: CPAT coding potential ≥0.364) (Additional file 4: Figure S1) [19], and location relative to gene annotation (sense, antisense, and intergenic) [7]: (1) mRNA (sense transfrag with coding potential) (2) long antisense ncRNA (lancRNA), (3) long intergenic ncRNA (lincRNA), (4) short antisense ncRNA (sancRNA), and (5) short intergenic ncRNA (sincRNA). 

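In the deposited annotation, the median length was 577 bp for the 5785 mRNAs, 374 bp for the 3067 lancRNAs, 358 bp for the 1430 lincRNAs and 119 bp for both the 2726 sancRNAs and the 1290 sincRNAs. The mean length was 803 bp for the mRNAs and 538 bp for the lancRNAs, so both lengths were skewed towards long transfrags. The mean was 456 bp for the lincRNAs and 118 bp for each short class. Of all transfrags, 415 were listed at a level of 0 in EE, 736 in ME and 1248 in LE. Among the sancRNAs these were 180, 459 and 751.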

We obtained 14,298 transfrags, corresponding to 5785 mRNAs (40.5 %; average length = ~802 bp), 3067 lancRNAs (21.5 %; average length = ~538 bp), 1430 lincRNAs (10.0 %; average length = ~456 bp), 2726 sancRNAs (19.1 %; average length = ~117 bp), and 1290 sincRNAs (9.0 %; average length = ~117 bp) (Fig. 2b; Additional file 5: Table S4). These data demonstrate pervasive ncRNA transcription, which comprised ~60 % of transfrags with ~30 % of mapped reads (Fig. 1b).

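The 4 classes of ncRNA together comprised 8513 transfrags (59.5%) and held 7.81% of the summed level on transfrags in EE, 12.9% in ME and 10.8% in LE. From the proportion of transfrags and of mapped reads, the paper concludes that ncRNA transcription is pervasive.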

**Fig. 2:**
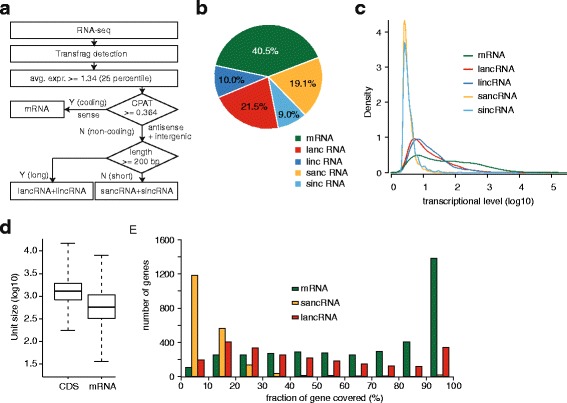
Detection and classification of transcriptional unit (transfrag). **a** Schematic demonstration of analytical procedures for transfrag detection and classification. CPAT program was used for predicting coding potential. **b** Proportion of transfrag classes among the detected transfrags. **c** Distribution of transcription level of transfrag classes. Transcriptional level was obtained from DESeq result. **d** Length distribution of protein-coding genes (CDS) and mRNA. **e** Distribution of fraction of gene model covered by mRNA, lancRNA, and sancRNA

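The median transcriptional level of the mRNAs was 24.1 in EE (quartiles 8.79 and 106.1), 39.8 in ME (5.78 and 244.3) and 29.4 in LE (3.66 and 318.9). The lancRNAs had medians of 8.16 (4.16 and 17.2), 9.71 (3.44 and 32.4) and 8.90 (2.68 and 36.0) in the same order. The medians of the lincRNAs were 10.4, 10.0 and 9.26. Those of the sancRNAs were 4.08, 1.08 and 0.590, and those of the sincRNAs 4.08, 1.54 and 0.880. The EE medians of both short classes lie close to the level of 3 reads in that growth phase. The ratio of the lancRNA to the mRNA median was 0.339 in EE, 0.244 in ME and 0.303 in LE. These levels are not scaled by length. Per kb, the ratio of lancRNAs to mRNAs was 0.454 in EE. The ratio of sancRNAs to lancRNAs rose from 0.50 to 1.74 in EE, where the order of both classes was reversed, and from 0.111 to 0.397 in ME and from 0.0663 to 0.263 in LE. For the sincRNAs against the lincRNAs it rose from 0.394 to 1.30 in EE, also a reversed order, from 0.153 to 0.496 in ME and from 0.0951 to 0.323 in LE.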

Most ncRNA had a lower transcriptional level than mRNAs, although both lancRNA and lincRNA had higher transcriptional level than both sancRNA and sincRNA (Fig. 2c) [9, 10, 20]. The average length of mRNA transfrags was ~802 bp, which is about half the length of protein-coding genes (average length = ~1545 bp) (Fig. 2d). Among the protein-coding genes with mRNA transfrags (78.3 %; 3788 genes), 66.7 % of genes had only one transfrag and 88.2 % of genes had no more than two transfrags. In addition, the number of genes covered by transfrags indicated that the majority of mRNA transfrags covered more than 90 % of the gene annotation (Fig. 2e). Although lancRNA and sancRNA transfrags covered much fewer genes than mRNA transfrags, a substantial proportion of the gene region was covered by lancRNAs. Approximately 40 % of lancRNAs covered more than 50 % of the gene annotation while only ~2.5 % of sancRNA covered the same proportion. Taken together, no more than two transfrags were detected for most genes, and thus over-fragmentation of transcripts into multiple transfrags was negligible.

In principle, the 5′- and 3′-end position of each transfrag represents the transcription start site (TSS) and transcription termination site (TTS), respectively. These genomic features enabled us to determine whether the transfrags contained artifacts. In order to test this, we compared mapped read enrichment for each RNA class of *K. marxianus* with those of *S. cerevisiae*, sampled at exponential phase [9]. The comparison showed that the mapped read enrichment of all RNA classes was highly similar to that of *S. cerevisiae*, suggesting that the transfrags are highly accurate and ncRNAs are pervasively transcribed in *K. marxianus* (Additional file 6: Figure S2). Unexpectedly, lincRNAs and sincRNAs also showed high levels of transcription at the opposite strand, with a much lower transcriptional level than those of lancRNAs and sancRNAs. 

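The lincRNA and sincRNA transfrags covered 804349 bases, of which 326323 (40.6%) were covered by a transfrag of any class on the opposite strand. The share was 42.9% of 652531 bases for the lincRNAs and 30.8% of 151818 bases for the sincRNAs.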

The proportion of intergenic ncRNA region covered by antisense transcription was ~26.0 %. In accordance with this, several cases of antisense transcription in ncRNAs have been reported [21, 22].

### Regulatory roles of ncRNA

In order to investigate whether pervasive ncRNA transcription at the exponential growth phase plays a functions, we focused on mRNA, lancRNA, and sancRNA, as the functions of genes within these RNA classes may be simply inferred from gene annotation [20]. 

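With 1 mean level per growth phase no test of differential expression could be made, and changes of at least 2-fold in level + 1 were counted in its place. Against EE, 9103 of the 14298 transfrags changed at least 2-fold in ME (3822 higher and 5281 lower) and 9967 in LE (3857 higher and 6110 lower). Between LE and ME, 2856 changed. Equal levels with counting noise alone gave 1605, 1583 and 511 such changes, and with the wider spread between the EE libraries 3526, 3486 and 2018. In ME or LE against EE, 4642 sense, 4558 antisense and 2003 intergenic transfrags changed. Equal levels with the wider spread gave 1224, 2578 and 1210 such changes in simulations. That spread was measured at EE levels up to 12 and applied at every level, so it may be too narrow at higher levels. Among the 6302 transfrags with a mean level of at least 10, 4084 changed in ME (2800 higher and 1284 lower) and 4428 in LE (2997 higher and 1431 lower). The counts then were 3265 sense, 1169 antisense and 507 intergenic transfrags. The median log2 change of all transfrags was -0.40 in ME and -0.62 in LE. Scaling by the mapped reads of Table S1 shifted the log2 changes by 1.27 in ME and 0.73 in LE and gave medians of 0.72 and -0.029. With that scaling 71.1% of the changes in ME and 52.1% of those in LE were increases, against 42.0% and 38.7% as deposited. Among the mRNAs, transfrag09872 on contig 105 (376325 to 376768, closest homolog YP039_YEAST) was at least 113-fold higher in LE than in EE, from under 3 reads in EE to levels of 351.7 in ME and 453.7 in LE. The mRNA transfrag04069 on contig 103 (557679 to 557839, HTL1_YEAST) was listed at 0 in EE and had a level of 96.0 in LE. Falls among the mRNAs included those of transfrag00048 (contig 26, KHT2_KLULC), from 1384 to 80.1, and transfrag22375 (contig 112), from 6942 to 433.2. Among the lancRNAs, transfrag14414 on contig 106 was at least 60.4-fold and transfrag21239 on contig 112 at least 75.6-fold higher in LE. The level of transfrag02520 on contig 98 fell from 50.8 to 1.09, under the level of 3 reads, and that of transfrag31795 on contig 119 from 33.7 to 0.40.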

By using DESeq for EE to ME condition and EE to LE condition (*p*-value < = 0.05), we obtained 3572 differentially expressed transfrags, comprising of 2449 sense, 615 antisense, and 508 intergenic transfrags (Additional file 7: Figure S3) [23]. From these transfrag pairs, significantly enriched KEGG pathways were separately obtained for sense and antisense strands (Fig. 3a) [10, 24]. These results demonstrated enrichment of carbohydrate metabolism, including glycolysis and amino acid biosynthesis pathways as well as respiration pathways. These pathways are important for the synthesis of fundamental cellular components and energy production to fulfill energy requirements for rapid growth during the exponential phase [25, 26]. However, we observed gradual inactivation of respiration-related pathways, such as the TCA cycle and oxidative phosphorylation during cell growth. The gradual inactivation of the pathways indicates that aerobic condition had been changed to anaerobic condition due to a decrease in dissolved oxygen levels [27]. This pathway enrichment pattern at the exponential phase is consistent with the fact that *K. marxianus,* being a Crabtree-negative species, uses aerobic-respiration, thereby producing energy from carbon sources [25]. Interestingly, the enriched pathways could be categorized into three groups based on the differential expression of sense, antisense, or both strands. Each group showed distinct functional associations; genes with differential expression of only the sense strand were mostly associated with amino acid metabolism and energy production related to mitochondrial respiration, whereas those with differential expression of antisense strands only, or both strands, were associated with mostly carbohydrate metabolism. The asRNA-mediated regulation of carbohydrate metabolism was mostly conducted by lancRNA (Fig. 3b).

**Fig. 3:**
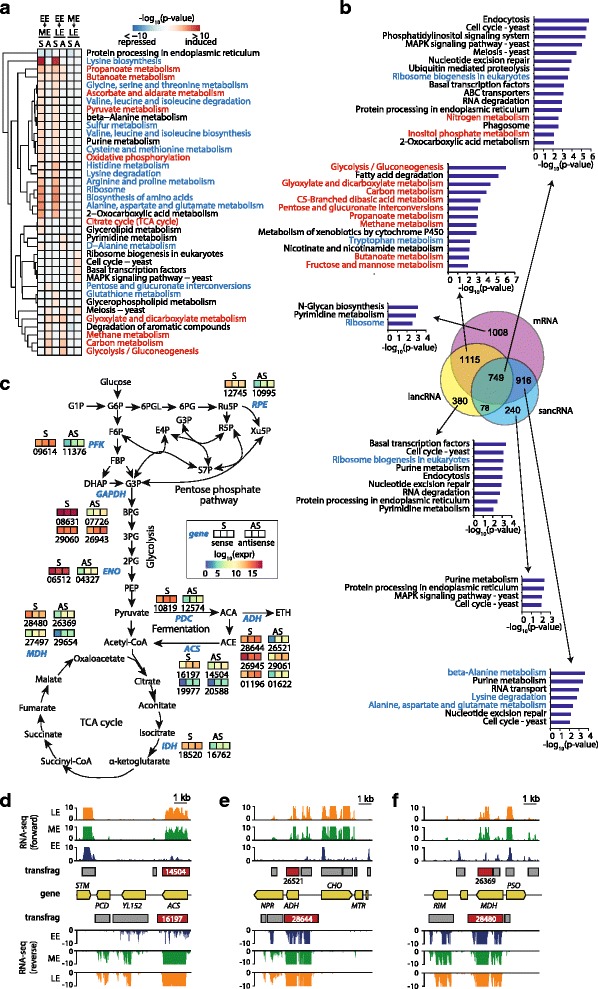
Enrichment of KEGG pathways. **a** Overlap of genes with mRNA, lancRNA, and sancRNA and their enriched KEGG pathways. *Blue colored letters* indicate amino acid metabolism pathways and *red colored letters* indicate carbohydrate metabolism or energy metabolism pathways. **b** Heatmap of significantly enriched KEGG pathways by differentially expressed sense and/or antisense transfrags. Amino acid metabolism pathways are indicated in blue lettering and carbohydrate metabolism or energy metabolism pathways are indicated in red. Three consecutive rectangular demonstrate transcriptional level of EE, ME, and LE conditions of sense and antisense transcription, respectively. **c** Genes with differentially expressed lancRNAs at core carbohydrate metabolic pathway. **d** RNA-seq profile near ACS. **e** RNA-seq profile near ADH. **f** RNA-seq profile near MDH

In particular, several differentially expressed lancRNAs were located in core carbohydrate metabolic genes, many of which were found to be important for the regulation of their constituent pathways (Fig. 3c). 

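Fig. 3c draws 28 sense and antisense transfrags of 14 gene copies, and the levels of 26 of them were analysed here. The remaining pair, a sense transfrag of an *MDH* homolog and an antisense transfrag of an *ACS* homolog, was not analysed here. All 13 antisense transfrags analysed were lancRNAs, and all were at least 2-fold higher in both ME and LE than in EE. Their median log2 change was 2.85 in ME (range 1.30 to 5.70) and 3.44 in LE (1.91 to 4.91). With the 2 lancRNAs under the level of 3 reads in EE set to their lower bounds, the medians were 2.83 and 3.36. Lists of 13 lancRNAs with similar mean levels had a median log2 change of 1.15 in ME and 1.56 in LE, and 99.8% of 10000 such lists lay below the Fig. 3c list in each growth phase. The list was chosen in the study on these libraries, so this describes the libraries and is not independent evidence. The median over all 3067 lancRNAs was 0.24 in ME and 0.25 in LE. Of the 13 sense transfrags, 5 were at least 2-fold higher and 3 at least 2-fold lower in ME, and 7 were higher and 2 lower in LE. Scaling by the mapped reads of Table S1 moved every log2 change up, and 8 sense transfrags were then at least 2-fold higher in each growth phase. The lowest sense changes were then -0.68 in ME and -0.61 in LE, short of a 2-fold fall. An estimate of reads assigned to the wrong strand was taken as the 5th percentile of the ratio of lancRNA level to overlapping mRNA level. It used the 100 pairs with the highest mRNA level, so only loci with a lancRNA. The estimate was 0.0667% in EE, 0.242% in ME and 0.164% in LE. It may be too high, and too much subtracted in EE would overstate a rise. The mRNAs transfrag04175 (levels of 146508 in EE and 132296 in ME) and transfrag06296 (165744 and 42094) had no opposite transfrag. Unless the authors left one out there, this goes against a uniform rate of this size. After subtraction of the estimate 11 of 12 lancRNAs in ME and all 12 in LE stayed at least 2-fold higher. Nothing was subtracted from transfrag26369, for which no overlapping mRNA was analysed.

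**Figure D1:**
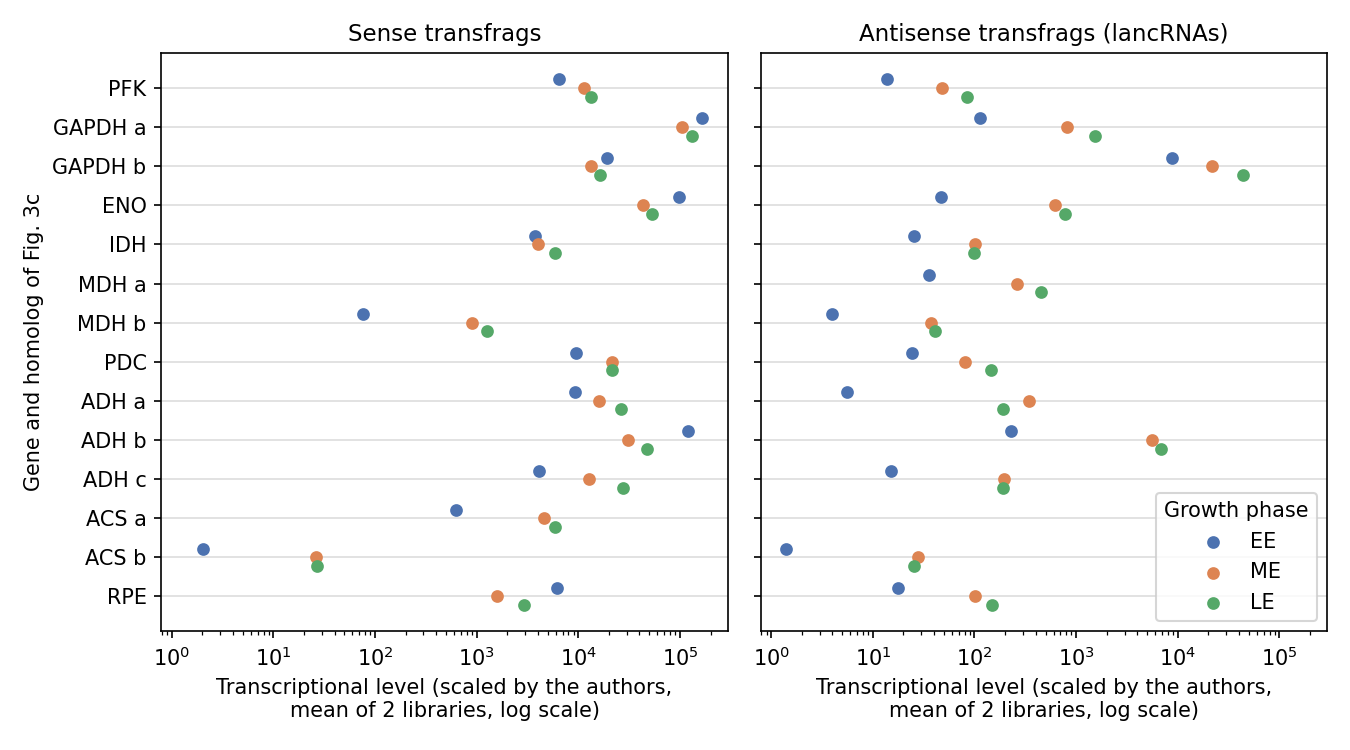
Transcriptional levels (log scale) of the sense and antisense transfrags of the genes of Fig. 3c, 1 point per growth phase, each the authors' mean over 2 libraries without an error. The letters a, b and c number the homologs in the order drawn in Fig. 3c. The antisense transfrags lie further right in ME and LE than in EE in all 13 cases, by 1.30 to 5.70 on the log2 scale in ME, while the sense transfrags move both ways.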

There were three genes in the glycolysis pathway, *PFK*, *GAPDH*, and *ENO,* for which antisense transcription was significantly induced. Antisense transcription of the *PFK* gene was significantly induced under ME and LE conditions; however, transcription from the opposite sense strand was not induced under these conditions. 

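The sense transfrag of *PFK*, transfrag09614, lies on contig 105 from 214451 to 218085 and its closest homolog in Table S4 is K6PF2_KLULA with 85.8% identity. Its level was 6513 in EE, 11323 in ME and 13478 in LE, log2 changes of 0.80 and 1.05. The lancRNA on the opposite strand, transfrag11376, covers 41.0% of it. Its level rose from 13.7 in EE to 48.0 in ME and 84.1 in LE, log2 changes of 1.74 (counting standard error 0.38) and 2.54 (0.38). It thereby went from 0.21% to 0.424% and 0.624% of the sense level.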

Considering *PFK* gene encodes a rate-limiting enzyme of glycolysis in yeast and human cancer cells, it is highly regulated at the transcriptional level by ncRNA [28, 29]. 

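The first *GAPDH* homolog drawn in Fig. 3c has the sense transfrag08631 (contig 104, 130321 to 131330, G3P3_KLUMA), with a level of 165700 in EE, 103920 in ME and 130727 in LE. Its log2 changes were -0.67 and -0.34. The lancRNA transfrag07726 on the opposite strand rose from 114.2 to 818.1 and 1549, by 2.83 and 3.75 on the log2 scale. In EE its level was 0.0689% of the sense level, close to the estimate of wrong-strand reads. After the subtraction its EE level was 5.21, and its log2 changes were 6.52 in ME and 7.75 in LE. The other homolog has the sense transfrag29060 (contig 114, 520768 to 522444), with levels of 19203, 13292 and 16338 and log2 changes of -0.53 and -0.23. Its lancRNA, transfrag26943, rose from 8730 to 21486 and 43615, and exceeded the sense level in ME and LE (162% and 267% of it). Scaled by the mapped reads of Table S1, both sense transfrags changed direction, to log2 changes of 0.60 and 0.39 for transfrag08631 and of 0.74 and 0.50 for transfrag29060. Reads that match both homologs were placed at random, so the division of the level between them is uncertain.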

We detected two *GAPDH* homologs that showed significant induction of antisense transcription at ME and LE conditions; however, no transcription induction was observed in their sense strands. The *GAPDH* gene encodes a key glycolytic enzyme and functions as a metabolic switch to reroute carbohydrate flux to protect against oxidative stress [30]. The *ENO* gene encodes one of the most highly expressed glycolytic enzymes in many organisms [31] whose activity is known to be regulated by gene expression to a very low extent. We found that the transcription from the sense strand of the *ENO* gene was slightly reduced, while that from the antisense strand was significantly induced. 

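The sense transfrag06512 of *ENO* (contig 103, 745224 to 746537, ENO_KLULA) had levels of 97608 in EE, 42981 in ME and 53554 in LE, log2 changes of -1.18 and -0.87. The lancRNA transfrag04327 covers the whole of it and rose from 46.5 to 613.2 and 782.6, by 3.69 (counting standard error 0.21) and 4.04 (0.21) on the log2 scale. In EE its level was 0.0476% of the sense level, below the estimate of wrong-strand reads, and was 0 after the subtraction. Scaled by the mapped reads of Table S1, the sense change in ME was 0.087 and that in LE -0.14.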

The antisense strands of two genes, *IDH* and *MDH,* which encode enzymes of the TCA cycle, were significantly induced. The *IDH* gene encodes a rate-limiting enzyme of the TCA cycle. Antisense transcription of the *IDH* gene was significantly induced while sense transcription was slightly increased. 

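The *IDH* sense transfrag18520 (contig 110, 303271 to 305004) had levels of 3748 in EE, 4023 in ME and 5940 in LE, log2 changes of 0.10 and 0.66. The level of its lancRNA, transfrag16762, was 25.4 in EE, 101.5 in ME and 98.1 in LE. This is a log2 change of 1.96 in ME and 1.91 in LE, with a counting standard error of 0.29 each.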

MDH catalyzes the final step of the TCA cycle (conversion of malate into oxaloacetate) [31, 32]. Antisense strands were significantly induced in two *MDH* homologs; however, antisense transcription was increased in one homolog but decreased in the other. This suggests that each homolog is under distinct antisense-mediated transcriptional regulation.

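For the *MDH* homolog whose sense transfrag was not analysed here, the lancRNA transfrag26369 (contig 114, 126753 to 127868) rose from 35.6 in EE to 262.3 in ME and 453.2 in LE, by 2.85 and 3.63 on the log2 scale. For the other homolog, the lancRNA transfrag29654 (contig 114, 898033 to 898926) rose from 4.00, the level of 3 reads, to 37.0 and 41.2. It was at least 9.24-fold higher in ME and at least 10.3-fold higher in LE. Its sense transfrag27497 rose from 76.0 to 909.1 and 1266, by 3.56 and 4.04 on the log2 scale. The lancRNAs of both homologs thus rose in both growth phases, also with the levels scaled by their sums or by mapped reads.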

We observed that three fermentation genes, *PDC*, *ADH*, and *ACS*, showed significant induction of antisense strands. Induction of the fermentation genes is consistent with the inactivation of the TCA cycle and oxidative phosphorylation genes in Crabtree-negative species [27]. *PDC* encodes a key enzyme of alcoholic fermentation, which cleaves pyruvate into carbon dioxide and acetaldehyde, and is auto-regulated [33]. 

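The *PDC* sense transfrag10819 (contig 105, 1013712 to 1015406, PDC1_KLUMA) had a level of 9537 in EE, 21290 in ME and 21405 in LE, log2 changes of 1.16 and 1.17. The lancRNA transfrag12574 on the opposite strand had levels of 24.4, 80.5 and 145.0. Its log2 change was 1.68 (counting standard error 0.30) in ME and 2.53 (0.29) in LE. It held 0.255%, 0.378% and 0.677% of the sense level, closest to the estimate of wrong-strand reads in ME, and after the subtraction its log2 change was 0.66 in ME and 2.55 in LE.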

Antisense transcription of the *PDC* gene was significantly induced and sense transcription was concordantly increased with antisense transcription. 

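The *ADH* lancRNAs of Fig. 3c are transfrag26521 (contig 114, 240084 to 241178), transfrag29061 (contig 114, 522508 to 525816) and transfrag01622 (contig 91, 38712 to 39882). The level of transfrag26521 rose from 5.58 in EE to 340.8 in ME and 190.0 in LE, by 5.70 (counting standard error 0.52) and 4.86 (0.53) on the log2 scale. That of transfrag29061 rose from 227.9 to 5564 and 6876, by 4.60 and 4.91. That of transfrag01622 rose from 15.0 to 196.3 and 189.4, by 3.63 and 3.57. After the subtraction of the estimated wrong-strand reads, the log2 changes in ME were 6.26, 5.13 and 3.65.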

The antisense strands of three *ADH* homologs, which are responsible for conversion alcohol into aldehyde in *S. cerevisiae*, were significantly induced. Two of the sense strands were significantly induced and one was significantly repressed. 

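The sense transfrag28644, opposite transfrag26521, had levels of 9367 in EE, 16126 in ME and 26498 in LE, log2 changes of 0.78 and 1.5. The sense transfrag01196, opposite transfrag01622 (contig 91, ADH3_KLULA), rose from 4146 to 12788 and 27399, by 1.62 and 2.72 on the log2 scale. The sense transfrag26945, opposite transfrag29061, had levels of 119908, 30929 and 47265, log2 changes of -1.95 and -1.34. Scaled by the mapped reads of Table S1, the last changes were -0.68 and -0.61. The homologs share sequence, and reads matching more than 1 of them were placed at random.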

The ACS enzyme is responsible for the transformation of acetate into acetyl-CoA. We detected differentially expressed transfrags from two *ACS* homologs. In one homolog, both strands were significantly induced whereas in the other, only the sense strand was significantly induced. 

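The *ACS* transfrag19977 on the sense strand (contig 111, 85006 to 85510) and the lancRNA transfrag20588 (84787 to 85394) were both under the level of 3 reads in EE. The sense level of 2.04 in EE became 26.2 in ME and 27.0 in LE, at least 6.54-fold and 6.75-fold higher. The lancRNA level of 1.41 became 27.6 and 25.1, at least 6.90-fold and 6.28-fold higher. For the other homolog, the sense transfrag16197 (contig 106, 1127377 to 1129806) rose from 628.0 to 4579 and 5926, by 2.86 and 3.24 on the log2 scale. The antisense transfrag drawn for it was not analysed here.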

The RPE enzyme, a constituent of the pentose phosphate pathway, is responsible for the conversion of ribulose 5-phosphate into xylulose 5-phosphate. Both the sense and antisense strands of the *RPE* gene were differentially expressed.

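The *RPE* sense transfrag12745 (contig 105, 1130436 to 1131174) had levels of 6137 in EE, 1599 in ME and 2920 in LE, log2 changes of -1.94 and -1.07. The lancRNA transfrag10995 moved the other way, from 17.7 to 100.1 and 149.4, by 2.43 (counting standard error 0.34) and 3.00 (0.33) on the log2 scale. The sense changes were -0.67 and -0.34 with the levels scaled by the mapped reads of Table S1.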

Among the genes described above, we selected three genes, *ACS*, *ADH*, and *MDH*, for the investigation of their antisense transcription pattern. 

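Within the *ACS*, *ADH* and *MDH* pairs analysed, the antisense level was set against the sense level of the same growth phase. In the *ACS* pair of transfrag19977 and transfrag20588, both EE levels were under the level of 3 reads, so the 69.1% there carries little information. The antisense level was 106% of the sense level in ME and 93.0% in LE. In the *MDH* pair of transfrag27497 and transfrag29654 it was 5.26% in EE, with the lancRNA at the level of 3 reads, 4.07% in ME and 3.25% in LE. In the *ADH* pairs it was 0.0596%, 2.11% and 0.717% for transfrag28644, 0.362%, 1.54% and 0.691% for transfrag01196, and 0.190%, 18.0% and 14.5% for transfrag26945. Both members rose in ME and LE in each of these pairs except that of transfrag26945.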

RNA-seq profiles of the genes demonstrated an increase in transcription from both sense and antisense strands under ME and LE conditions, which indicated concordant increase of transcriptional level of mRNA/lancRNA pairs (Fig. 3d–f). Furthermore, they showed obvious strand specificity, except in genes with lancRNA. These demonstrate that their antisense transcription is transcribed and their transcriptional level is simultaneously increased indeed.

### Mode of regulation of mRNA/lancRNA pairs

A given lancRNA can exert both positive and negative regulation of its cognate mRNA [34, 35]. Accordingly, we had observed both cases. In order to investigate mode of regulation, we compared the transcriptional levels of mRNA/lancRNA pairs, where either one or both of the pairs were differentially expressed under EE, ME, and LE conditions. LancRNAs regulate their target by base-pairing [20] and this suggests that interaction between mRNA and lancRNA may be associated with the mode of regulation. Therefore, we hypothesized that the following two factors are associated with mode of regulation, (1) three differential expression types of mRNA/lancRNA pairs, as follows: differentially expressed mRNA/differentially expressed lancRNA pairs, differentially expressed mRNA/non-differentially expressed lancRNA pairs, and non-differentially expressed mRNA/differentially expressed lancRNA pairs, and (2) length fraction of mRNA covered by lancRNA.

In order to test the former hypothesis, we compared transcriptional levels of sense and antisense strands for each differential expression type separately, and found that they showed distinct correlation patterns. Taking all the mRNA/lancRNA pairs into account, our results showed weak positive correlation between lancRNA and mRNA which was consistent with findings in *S. cerevisiae* (Fig. 4a) [10]. 

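The levels were compared over 2374 pairs of an mRNA and a lancRNA transfrag that overlap by at least 1 bp on opposite strands (1888 mRNAs and 2272 lancRNAs), since the paper's calls of differential expression were not used here. The median overlap was 316 bp, or 29.6% of the mRNA. Pearson's r of log10(level + 1) was 0.132 in EE (95% bootstrap interval 0.0900 to 0.174, Spearman's rho 0.125), 0.261 in ME (0.214 to 0.309, rho 0.263) and 0.265 in LE (0.219 to 0.309, rho 0.273). Each had a two-sided permutation p of 1e-05 for r and for rho, the smallest that 100000 permutations can give, and an adjusted p of 1.5e-05 (Benjamini-Hochberg, 18 tests of r). The values are across pairs of transfrags, which are not independent replicates. Keeping 1 pair per mRNA and per lancRNA moved r most, to 0.249 in EE, 0.387 in ME and 0.391 in LE. Where the mRNA level was above 2.5 on the log10 scale, the split drawn in Fig. 4, r was 0.235 in EE, 0.321 in ME and 0.318 in LE. Below it, r was -0.0269 in EE (two-sided permutation p = 0.319, adjusted 0.319), 0.0435 in ME (p = 0.156, adjusted 0.165) and 0.0967 in LE (p = 0.00286, adjusted 0.00322). The difference between high and low mRNA levels was not itself tested.

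**Figure D2:**
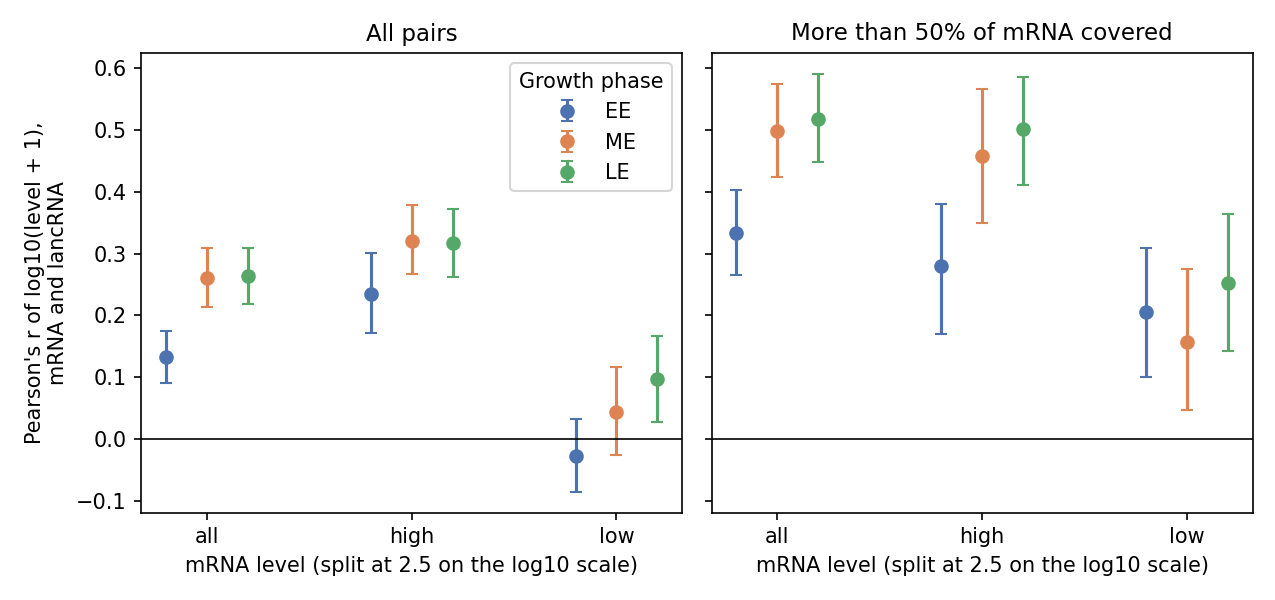
Pearson's r of mRNA and lancRNA levels across pairs with its 95% bootstrap interval, by growth phase and mRNA level, for all 2374 pairs and for the 668 pairs with more than 50% of the mRNA covered. Among all pairs r is higher at high than at low mRNA levels, from 0.235 against -0.0269 in EE to 0.318 against 0.0967 in LE, and it is higher among covered pairs.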

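In place of the paper's calls, pairs were divided by whether each member changed at least 2-fold in ME or LE against EE. Both members changed in 1325 pairs, the mRNA alone in 478, the lancRNA alone in 424 and neither in 147. Where both changed, r of the levels across pairs was 0.137 in EE, 0.289 in ME and 0.292 in LE, each with a two-sided permutation p of 1e-05 (adjusted 2.45e-05 over 27 tests) and with rho of 0.129, 0.297 and 0.306. Where the mRNA alone changed, r was 0.213 in EE (adjusted p of the permutation test 2.45e-05, two-sided), 0.106 in ME (0.0335) and 0.120 in LE (0.0162), with rho of 0.148, 0.0849 and 0.0845. With a 1.5-fold limit (257 pairs), r and the adjusted p of that test were 0.197 (0.0042), 0.0962 (0.195) and 0.120 (0.0975). With a 4-fold limit (678 pairs) they were 0.148 (0.00027), 0.104 (0.012) and 0.115 (0.00525). The division rests on means over 2 libraries without a test, and many of these changes lie within the noise between libraries. Pairs of transfrags are again not independent replicates.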

Differentially expressed mRNA/differentially expressed lancRNA pairs demonstrated strong positive correlation whereas differentially expressed mRNA/non-differentially expressed lancRNA demonstrated weak positive correlation (Fig. 4b, c). 

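Changes within pairs were also compared, as the log2 change of the mRNA against that of its lancRNA over all 2374 pairs. Pearson's r was -0.0409 in ME against EE (95% bootstrap interval -0.0795 to -0.000637, rho -0.0459, two-sided permutation p = 0.0468) and 0.0220 in LE against EE (-0.0183 to 0.0633, rho 0.0116, p = 0.283). Adjusted over these 2 tests, the p-values of the two-sided permutation test were 0.0936 and 0.283. Both members moved in the same direction in 50.5% of the pairs in ME and 52.8% in LE. Among pairs with both members changed at least 2-fold, 340 rose together, 113 fell together and 244 and 204 moved apart (mRNA higher and lancRNA higher) in ME. In LE, 409 rose together, 151 fell together and 306 and 146 moved apart. For the latter 1012 pairs r was 0.0948 (adjusted p = 0.00494, two-sided permutation test), while pairs with both mean levels of at least 10 gave -0.0613 in ME and -0.0668 in LE.

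**Figure D3:**
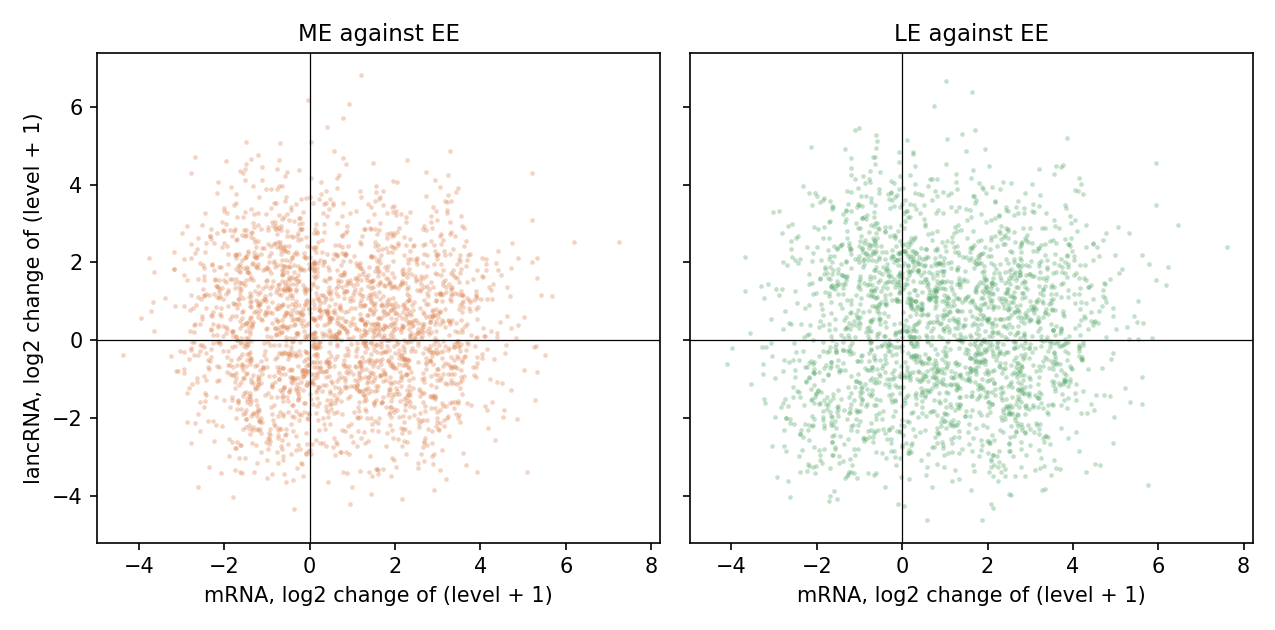
Log2 change of (level + 1) against EE of the mRNA (horizontal axis) and of its lancRNA (vertical axis), 1 point for each of 2374 pairs, for ME and LE. The points fill all 4 quadrants, with r of -0.0409 in ME and 0.0220 in LE.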

The strong positive correlation indicates that transcriptional expression level of mRNA is co-regulated with lancRNA for each mRNA/lancRNA pairs. Interestingly, non-differentially expressed mRNA/differentially expressed lancRNA pairs showed unexpected results (Fig. 4d). 

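In the 424 pairs in which the lancRNA alone changed at least 2-fold, r of the levels was 0.0296 in EE (adjusted p = 0.635 over 27 two-sided permutation tests), 0.306 in ME and 0.301 in LE (2.45e-05 each), with rho of 0.0176, 0.334 and 0.34. At high mRNA levels r was 0.254 in EE (279 pairs, adjusted p = 0.000125 by permutation), 0.380 in ME (268 pairs) and 0.395 in LE (288 pairs). At low mRNA levels it was -0.0109 in EE (145 pairs, interval -0.195 to 0.176), -0.0267 in ME (156 pairs, -0.199 to 0.156) and 0.0112 in LE (136 pairs, -0.172 to 0.204). The adjusted p-values of the two-sided permutation test were 0.898, 0.802 and 0.898, and rho was -0.0151, 0.0439 and 0.0641. With this definition of a change, the intervals exclude a negative r of more than about 0.2 in size.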

Although a weak positive correlation was observed when all the pairs were taken into account, they showed obvious negative correlation at low mRNA transcription level while positive correlation at high mRNA transcription level. This shows that a certain threshold of transcriptional level of cognate mRNA is important to determine the mode of enhancing or repressing by lancRNAs. Thus, we concludes that this was the result of switch-like behavior of lancRNA, as negative regulation at low mRNA transcription levels could be interpreted as ensuring the “off” state of mRNA transcription, and vice versa [36]. Thus, our results suggest that the transcriptional mode of regulation of lancRNA was influenced by differential expression types of the pairs and mRNA transcriptional levels.

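The sign at low mRNA levels was examined with other definitions of a change, over pairs with a change of the lancRNA alone. With 1.5-fold as the limit, r at low mRNA levels was -0.0873 in EE (79 pairs), -0.0549 in ME (89 pairs) and -0.0680 in LE (77 pairs), with adjusted p-values from 0.574 to 0.686 in two-sided permutation tests. The rank correlation was -0.0109, 0.0947 and 0.0813, and the intervals of r reached down to -0.359, -0.316 and -0.325, so with few pairs the sign stayed open. With 4-fold it was -0.0543, 0.0396 and 0.0371 (217, 223 and 210 pairs). At 2-fold, with each transfrag used in a single pair, it was 0.0823 in EE, 0.134 in ME and 0.161 in LE (two-sided permutation p = 0.364, 0.129 and 0.0853). At 4-fold, likewise with single use, it was 0.0527, 0.166 and 0.14 (two-sided permutation p = 0.48, 0.0228 and 0.0611, not adjusted). From the negative correlation at low and the positive correlation at high mRNA levels in Fig. 4d, the paper concludes that lancRNAs act in a switch-like manner.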

**Fig. 4:**
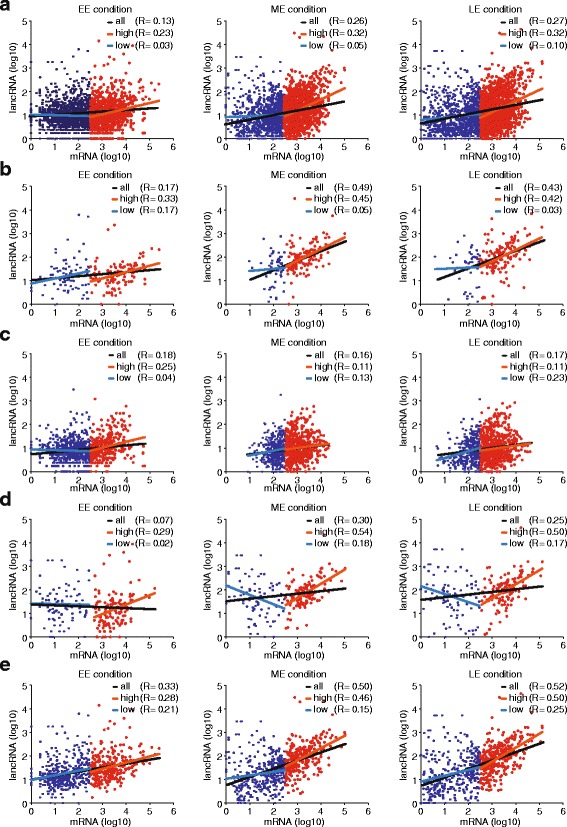
Correlation between transcriptional level of mRNA and lancRNA pairs. **a** All mRNA/lancRNA pairs where either one or both member of each pair was differentially expressed during EE, ME, and LE. **b** Differentially expressed mRNA/differentially expressed lancRNA pairs. **c** Differentially expressed mRNA/non-differentially expressed lancRNA pairs. **d** Non-differentially expressed mRNA/differentially expressed lancRNA pairs. **e** Pairs with more than 50 % of mRNA covered by a lancRNA. *Red points* represent genes with high transcription level while *blue points* represent genes with low transcription level. *Black*, *red*, and *blue lines* indicate least squares fitting of mRNA and lancRNA pairs

In order to test the latter hypothesis, we compared the transcriptional level of mRNA/lancRNA pairs in which more than 50 % of an mRNA was covered by a lancRNA (Fig. 4e). 

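A lancRNA covered more than 50% of the mRNA in 668 of the pairs. In these, r of the levels was 0.333 in EE (95% interval 0.265 to 0.403, rho 0.385), 0.499 in ME (0.424 to 0.575, rho 0.533) and 0.519 in LE (0.448 to 0.591, rho 0.533), against 0.0764, 0.273 and 0.267 in the other 1706 pairs. The differences in r of 0.257, 0.226 and 0.252 each had a two-sided p of 1e-05 when the pairs were permuted between both groups, the smallest 100000 permutations can give (adjusted 1e-05 over 3 tests). The permutation treated pairs as independent, although transfrags recur in several pairs. With 1 pair per mRNA and per lancRNA, r in the covered pairs was 0.375 in EE, 0.575 in ME and 0.590 in LE. Over all pairs it was then 0.249, 0.387 and 0.391. The difference from the other pairs was not computed in that way. At low mRNA levels r among the covered pairs was 0.206 in EE, 0.157 in ME and 0.252 in LE. With levels per kb, r over all covered pairs was lower, at 0.122 in EE, 0.375 in ME and 0.434 in LE.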

The result showed a positive correlation stronger than that observed when the covering length fraction was not considered (Fig. 4a). Furthermore, genes for which more than 50 % of the mRNA was covered by a lancRNA exhibited more obvious enrichment of carbohydrate or energy metabolic pathways (Fig. 5a, b). These data suggest that the covering length fraction is also an important factor in determining the transcriptional mode of regulation of lancRNA.

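Covered mRNAs differ in length from the others, so the correlation was also computed given the lengths of both transfrags. The partial r was then 0.0560 in covered and 0.0119 in other pairs in EE, 0.28 and 0.191 in ME, and 0.308 and 0.20 in LE. The difference was 0.0441 in EE (95% bootstrap interval -0.0406 to 0.141), 0.0890 in ME (0.000355 to 0.180) and 0.109 in LE (0.0267 to 0.189). These intervals also treat pairs that share a transfrag as independent. From the stronger correlation and the pathways of the covered genes, the paper proposes that the covering length fraction is a factor in the mode of regulation.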

**Fig. 5:**
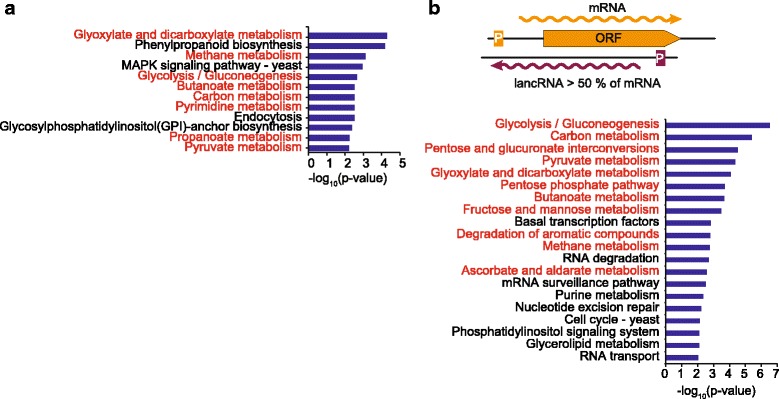
Significantly enriched KEGG pathways of genes with lancRNAs. **a** Significantly enriched KEGG pathways of genes with all lancRNAs. **b** Significantly enriched KEGG pathways of genes with lancRNA which covers more than half of coding region. *Red words* indicate carbohydrate metabolism or energy metabolism pathways

## Discussion

Pervasive ncRNA transcription, which has been demonstrated in the model organism *S. cerevisiae*, is evolutionarily conserved in the *sensu stricto* Saccharomycetales [9, 10]. Consistent with this, our results indicate that pervasive ncRNA transcription, from antisense and intergenic regions, also occurs in *K. marxianus* (Fig. 2b). It was found that ncRNAs accounted for ~60 % of all identified transfrags. Additionally, 77.5 % of protein-coding transfrags were found to possess either long or short ncRNAs at the opposite strand. 

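Of the 5785 mRNA transfrags, 3059 (52.9%) overlapped an ncRNA transfrag on the opposite strand by at least 1 bp. A lancRNA lay opposite 1888 of them (32.6%) and a sancRNA opposite 1544 (26.7%). Conversely, 74.1% of the lancRNAs were overlapped by an mRNA transfrag. Any opposite transfrag was present for 98 of the 100 mRNAs with the highest mean level, 95.8% of the highest 500 and 93.2% of the highest 1000, which were also longer (median 2178, 1834 and 1588 bp).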

Similar length fractions of genes (73.4 %) had ncRNAs at the opposite strand when only expressed genes were considered. In *S. cerevisiae*, there are large numbers of unannotated cryptic unstable transcripts (CUTs) and Xrn1-sensitive unstable transcripts (XUTs), which are destabilized after synthesis [37, 38]. Furthermore, CUTs are reported to be transcribed from both intergenic and antisense regions [37]. These data suggest that a large length fraction of ncRNAs in *K. marxianus* may be associated with CUTs and XUTs.

Our results show that lancRNA-mediated regulation is enriched for carbohydrate metabolism pathways (Fig. 3a, b). Enrichment analysis for lancRNAs covering more than half of the protein-coding genes in *S. cerevisiae* revealed a similar enrichment pattern of carbohydrate and energy metabolic pathways (e.g. carbon metabolism, glycolysis/gluconeogenesis, and pyruvate metabolism at mid-exponential phase) (Additional file 8: Figure S4) [10]. The evolutionary conservation of pathway enrichment suggested that pervasive ncRNA transcription plays evolutionarily conserved functions in *K. marxianus* [9, 10]. The importance of these pathways for rapid growth via the synthesis of fundamental cellular components and energy production [25, 26] suggests that lancRNAs may play major role in rapid growth during the exponential phase through currently unknown mechanisms.

Elucidation of the mode of regulation of lancRNA may provide insights into these unknown mechanisms. It is generally accepted that lancRNAs positively or negatively regulate their cognate mRNAs [34, 35]. A recent report proposed that lancRNAs function as on/off switches, thereby increasing the variability of gene expression [36]. Several cases of lancRNAs with on/off switch-like behavior have been reported [39–42]. Our results showed that mRNA/lancRNA pairs demonstrate inverse mode of regulation according to the transcriptional level of mRNA, especially in differentially expressed lancRNA/non-differentially expressed mRNA pairs (Fig. 4d), although the same trend was also observed in other types of mRNA/lancRNA pairs (Fig. 4b, c). Therefore, the relationship between transcriptional levels of mRNA and lancRNA involves switching mRNA transcriptional level between on and off states. In other words, lancRNAs enhance the transcriptional level of their cognate mRNAs if the mRNA transcriptional level is higher than certain threshold, but repress this if it is lower. Therefore, our results not only support the view of lancRNA functioning as an on/off switch, but also suggest that this represents a widely used mode of regulation, particularly in carbohydrate and energy metabolism pathways. In addition, our results showed that strong positive correlation exists between transcriptional levels of mRNA/lancRNA pairs, if both pairs are differentially expressed or if the length fraction of mRNA covered by lancRNA is more than 50 % (Fig. 4e). These data suggest that the two factors are important for enhancing mRNA transcriptional levels by a currently unknown mechanism. Consistent with this finding, a recent study showed that lancRNAs indeed play a role in enhancing mRNA transcriptional levels in several cases [43]. Taken together, our results suggest that a single lancRNA may play either a switch-like roles or an enhancing role depending on conditions such as the mRNA transcriptional level and differential expression of mRNA. However, the molecular mechanisms underlying this mode of regulation should be investigated in a specific candidate gene, as our findings are based on observations of the mRNA/lancRNA population. Besides, evolutionarily conserved enrichment of lancRNA differential expression, and several cases of lancRNA functioning as a switch for regulating mRNA in carbohydrate and energy metabolism pathways suggest that the switch-like function of lancRNA may be prevalent across a wide range of species.

Among genes with differentially expressed lancRNA, *PFK* encodes an enzyme that catalyzes fructose 6-phosphate (F6P) into fructose-1,6-bisphosphate (FBP) with the release of energy via ATP hydrolysis. *PFK* is one of the primary targets of glycolytic flux regulation according to ATP demand, and this regulation is conserved from bacteria to humans [44]. Reporter metabolites, such as ATP for *PFK*, play an important role in monitoring the environment or nutrient status by modulating the transcriptional level of associated genes [45–47]. Most genes with differentially expressed lancRNA are associated with cofactors used as reporter metabolites. The ACS enzyme also uses ATP whereas GAPDH, MDH, and PDC use NAD, and IDH uses NADP as cofactor. Recent studies show that long ncRNAs promote transcriptional poising of the immediate-early response of inducible genes [48, 49]. Therefore, the transcriptional status of these genes may serve as a good target for the regulation of glycolytic flux. Additionally, lancRNAs may enable rapid and efficient post-transcriptional switch in response to environmental changes, in contrast to metabolic regulation or gene regulation alone [44, 50]. Consistent with this, metabolic fluxes mediated by glycolytic enzymes are regulated at the post-transcriptional level [51, 52].

## Conclusion

In conclusion, *K. marxianus* transcribes ncRNAs pervasively during exponential growth. Among the ncRNA classes, lancRNAs are enriched for genes comprising carbohydrate or energy metabolism pathways. Further analysis of the correlation between mRNA and lancRNA suggests that lancRNAs enable switch-like behavior of their cognate mRNAs via transcriptional induction. Thus, lancRNA-mediated regulation of mRNA represents a mechanism for efficient regulation of carbohydrate and energy metabolism pathways.

## Methods

### Strains and culture conditions

*K. marxianus* var. marxianus ATCC 36907 (KM7) was obtained from the Korean Collection for Type Culture (KCTC) and grown in YBN-u media (0.67 % yeast nitrogen base without amino acids, uracil deprived amino acids, and 2 % (*w/v*) dextrose) at 30 °C in a shaking incubator [53]. Samples were taken at three time points corresponding to the EE (OD = ~ 3), ME (OD = ~ 7), and LE (OD = ~ 10) growth phases, with two biological replicates per sample.

### RNA isolation

Cells were harvested by centrifugation and resuspended in 300 μl lysis buffer (20 mM Tris‐HCl (pH 7.5), 140 mM NaCl, 5 mM MgCl_2_, and 1 % Triton‐X). Next, the resuspended cells were lysed with 1 mL TRIzol (Invitrogen) and incubated for 5 min at room temperature. After centrifugation for 15 min at 3000 rpm, the supernatant was transferred to a new tube and mixed with 200 μl of chloroform for 2–3 min. After another 15 min centrifugation step, the supernatant was mixed with triple volume of 100 % ethanol or equal volume of isopropanol, 2 μl of glycogen, and 3 M sodium acetate. After centrifugation and resuspension, RNA was washed with 70 % ethanol. After drying, RNA was resuspended in DEPC-treated water. In order to confirm the quality of extracted RNA, total RNA was visualized using agarose gel electrophoresis. The isolated RNA was incubated for 1 h at 37 °C with 4 U of rDNase I (Ambion) and 5 μl of 10× DNase I buffer (Ambion) for removal of genomic DNA. The DNA-free RNA was purified by phenol-chloroform extraction and ethanol precipitation.

### RNA-seq and data processing

Ribosomal RNA (rRNA) was removed by using Ribo-Zero Magnetic Gold Kit (Human/Mouse/Rat) (Epicentre) according to the manufacturer’s instructions. Two-hundred nanograms of mRNA was then fragmented by using 10× Fragmentation buffer (Ambion). The first strand cDNA was synthesized using the Random primers (Invitrogen) and SuperScript III Reverse Transcriptase (200 U/μl, Invitrogen). The second strand synthesis was done with *Escherichia coli* DNA polymerase (10 U/μl, Invitrogen), *E. coli* DNA ligase (10 U/μl, Invitrogen), and *E. coli* RNase H (2 U/μl, Invitrogen). The libraries for Illumina sequencing were constructed using TruSeq™ DNA Sample Prep Kit (Illumina) according to the manufacturer’s instructions. Briefly, the synthesized cDNA was end-repaired and 3′-ends of the blunt fragments were adenylated for adapter ligation. The adenylated DNA fragments were ligated with Illumina adapters. A fraction of the adapter-ligated DNA between 180 and 380 bp was size-selected from a 2 % agarose gel after electrophoresis. Size-selected DNA was purified by using MinElute Gel Extraction Kit (Qiagen) according to manufacturer’s instructions, and eluted in 1× TE buffer with low EDTA (10 mM Tris–HCl (pH 8.0), 0.1 mM EDTA) for the following enzyme reaction. For degradation of the second strand, which contains dUTP instead of dTTP, 1 U of USER enzyme (NEB) was added to the purified DNA and incubated for 15 min at 37 °C. After 5 min incubation at 95 °C for enzyme inactivation, the library was enriched by PCR. The amplification was monitored on a CFX96™ Real-Time PCR Detection System (Bio-Rad) and stopped at the beginning of the saturation point. The amplified library was purified by using Agencourt AMPure XP beads and quantified using a Qubit 2.0 fluorometer (Invitrogen). Finally, validated DNAs were sequenced using MiSeq (Illumina) and Miseq® V2 reagent kit of 50 cycles according to manufacturer’s manual. Sequenced reads were mapped to the genome sequence from NCBI (AKFM00000000.1) using CLC genomics workbench (masking mode = no masking, mismatch cost = 1, insertion cost = 3, deletion cost = 3, length fraction = 0.8, similarity fraction = 0.9, global alignment = yes, non-specific match handling = map randomly) after trimming of low quality regions [13]. RNA‐seq depth profiles were produced by in-house script and visualized using SignalMap (NimbleGen).

### Gene annotation

Due to the lack of gene annotation in *K. marxianus* genome, we predicted protein coding genes by using AUGUSTUS with default parameters and trained with gene set of *K. lactis* [54]. For RNA gene annotation, we predicted genes using cmsearch of Infernal (1.1rc4) and Rfam (version 12.0) [16, 17]. We discarded manually apparent non-yeast entries, such as bacteria, originating after discarding entries with *p*-value over 0.01. Gene name was obtained by BLASTP homology search to fungal proteome database.

### Transfrag identification and functional analysis

In order to obtain transcriptional units, we identified transfrags by combining RNA‐seq results for all three conditions. We merged nearby transfrags to reduce over-fragmentation if the distance between them was shorter than 40 bp. Nearby transfrags of distance range from 40 to 100 bp were merged if *p*‐value of Wilcoxon rank test with two‐sided was less than 10^−20^, assuming that they had statistically similar profiles. Finally, we discarded transfrags with transcriptional expression levels below 25 percentile transcriptional level from DESeq analysis to obtain *bona fide* ncRNAs [23]. Predicted transfrags were classified as sense, antisense, and intergenic, according to location, compared with annotated genes. If a transfrag covered more than two gene annotations, it was divided into multiple transfrags corresponding to sense, antisense, and intergenic transfrags. This process was conducted by in‐house script and manual inspection was followed. CPAT was used for calculation of coding potential of transfrags and for the discrimination of ncRNAs from protein-coding ones [19]. Cutoff value (0.364) for discrimination was determined by R script within the package as described, by using RNA genes as reference non-coding genes [19]. Differentially expressed transfrags were detected using DESeq [23]. For KEGG enrichment analysis, we linked KEGG pathway information by homology search to SwissProt, which has links to KEGG Orthology information, due to the lack of KEGG pathway annotation for *K. marxianus*. A pathway with a *p*‐value lower than 0.01, as determined by two‐tailed Fisher exact test, was considered enriched with statistical significance. To compare transcriptional level of mRNA/lancRNA pairs and mRNA/lincRNA pairs, we associated transfrag pairs if their genomic locations are overlapped. Correlation between transcriptional level of mRNA/lancRNA pairs and mRNA/lincRNA pairs were calculated by Pearson correlation coefficient.

### Availability of supporting data

The RNASeq dataset supporting the results of this article is available in the Gene Expression Omnibus (GEO) repository, [http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70111].

## Additional files

Additional file 1: Table S1. Strand-specific RNA-seq. (XLSX 11 kb) Additional file 2: Table S2. Annotation of Kluyveromyces genome. (XLSX 286 kb) Additional file 3: Table S3. Identification of RNA genes using Rfam data. (XLSX 23 kb) Additional file 4: Figure S1. Determination of optimal cutoff value to differentiate non-coding transfrags from coding ones. The optimal cutoff value was determined by R script within the CPAT package with appropriate modification to fit our circumstance. (DOC 37 kb) Additional file 5: Table S4. Transfrag. (XLSX 664 kb) Additional file 6: Figure S2. Average read profile of each RNA classes. Solid line indicates forward strand while dotted line indicates reverse (antisense of the forward) strand. TIS indicates transcription initiation site and TTS indicates transcription termination site. (DOC 70 kb) Additional file 7: Figure S3. Differential expression of transfrags. (A) Differential expression pattern of mRNA/lancRNA pairs. (B) Differential expression pattern of mRNA/sancRNA pairs. (DOC 144 kb) Additional file 8: Figure S4. Significantly enriched KEGG pathways of genes with lancRNAs in *S. cerevisiae*. Significantly enriched KEGG pathways of genes with lancRNA which covers more than half of coding region at ME (mid exponential), ES (early stationary), and HS (heat shock) conditions. Red words indicate carbohydrate metabolism or energy metabolism pathways. In constrast to *K. marxianus* with no KEGG annotation, gene-pathway link information within KEGG annotation was used rather than inferred by homology search.

## Abbreviations

EE: early-exponential
ME: mid-exponential
LE: late-exponential
mRNA: messenger RNA
ncRNA: non-coding RNA
asRNA: antisense RNA
lancRNA: long antisense non-coding RNA
lincRNA: long intergenic non-coding RNA
sancRNA: short antisense non-coding RNA
sincRNA: short intergenic non-coding RNA

# Supplementary material for: Functional elucidation of the non-coding RNAs of Kluyveromyces marxianus in the exponential growth phase
**Source:** BMC Genomics. 2016 Feb 29;17:154. doi: 10.1186/s12864-016-2474-z
**Supplement:** Additional file 4: Figure S1. — Determination of optimal cutoff value to differentiate non-coding transfrags from coding ones. The optimal cutoff value was determined by R script within the CPAT package with appropriate modification to fit our circumstance.

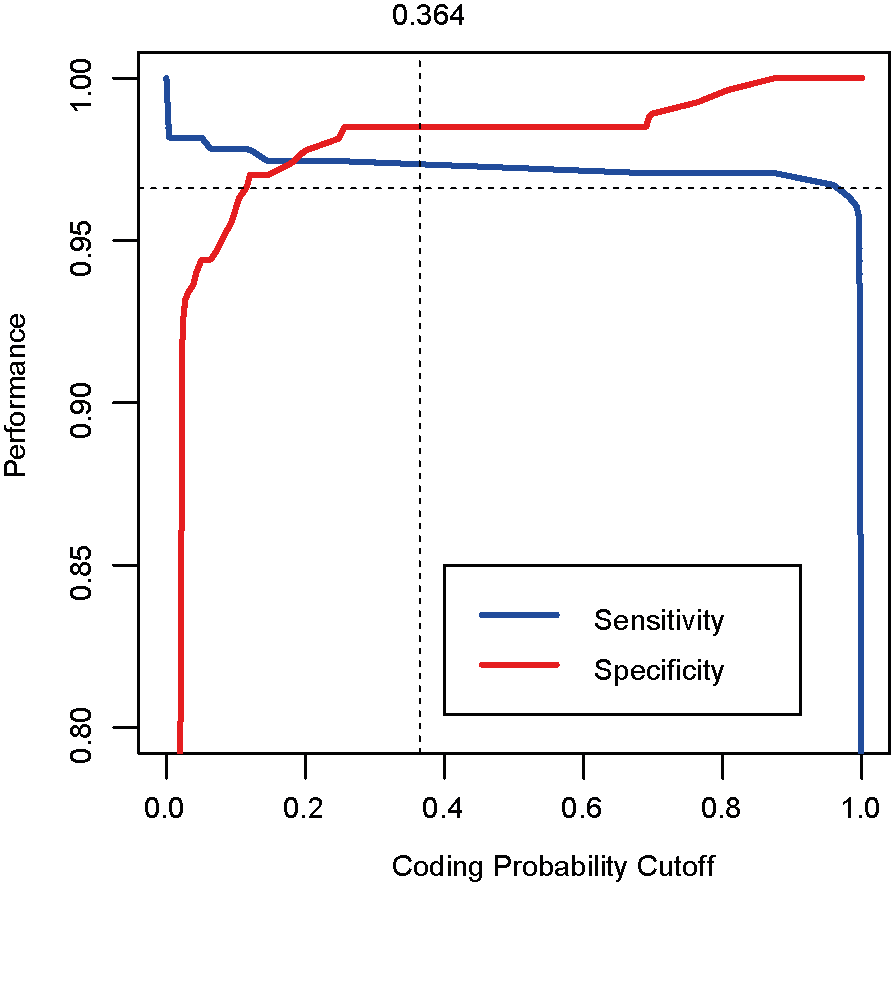

**Additional file 4: Figure S1.** Determination of optimal cutoff value to differentiate non-coding transfrags from coding ones. The optimal cutoff value was determined by R script within the CPAT package with appropriate modification to fit our circumstance.

# Supplementary material for: Functional elucidation of the non-coding RNAs of Kluyveromyces marxianus in the exponential growth phase
**Source:** BMC Genomics. 2016 Feb 29;17:154. doi: 10.1186/s12864-016-2474-z
**Supplement:** Additional file 6: Figure S2. — Average read profile of each RNA classes. Solid line indicates forward strand while dotted line indicates reverse (antisense of the forward) strand. TIS indicates transcription initiation site and TTS indicates transcription termination site.

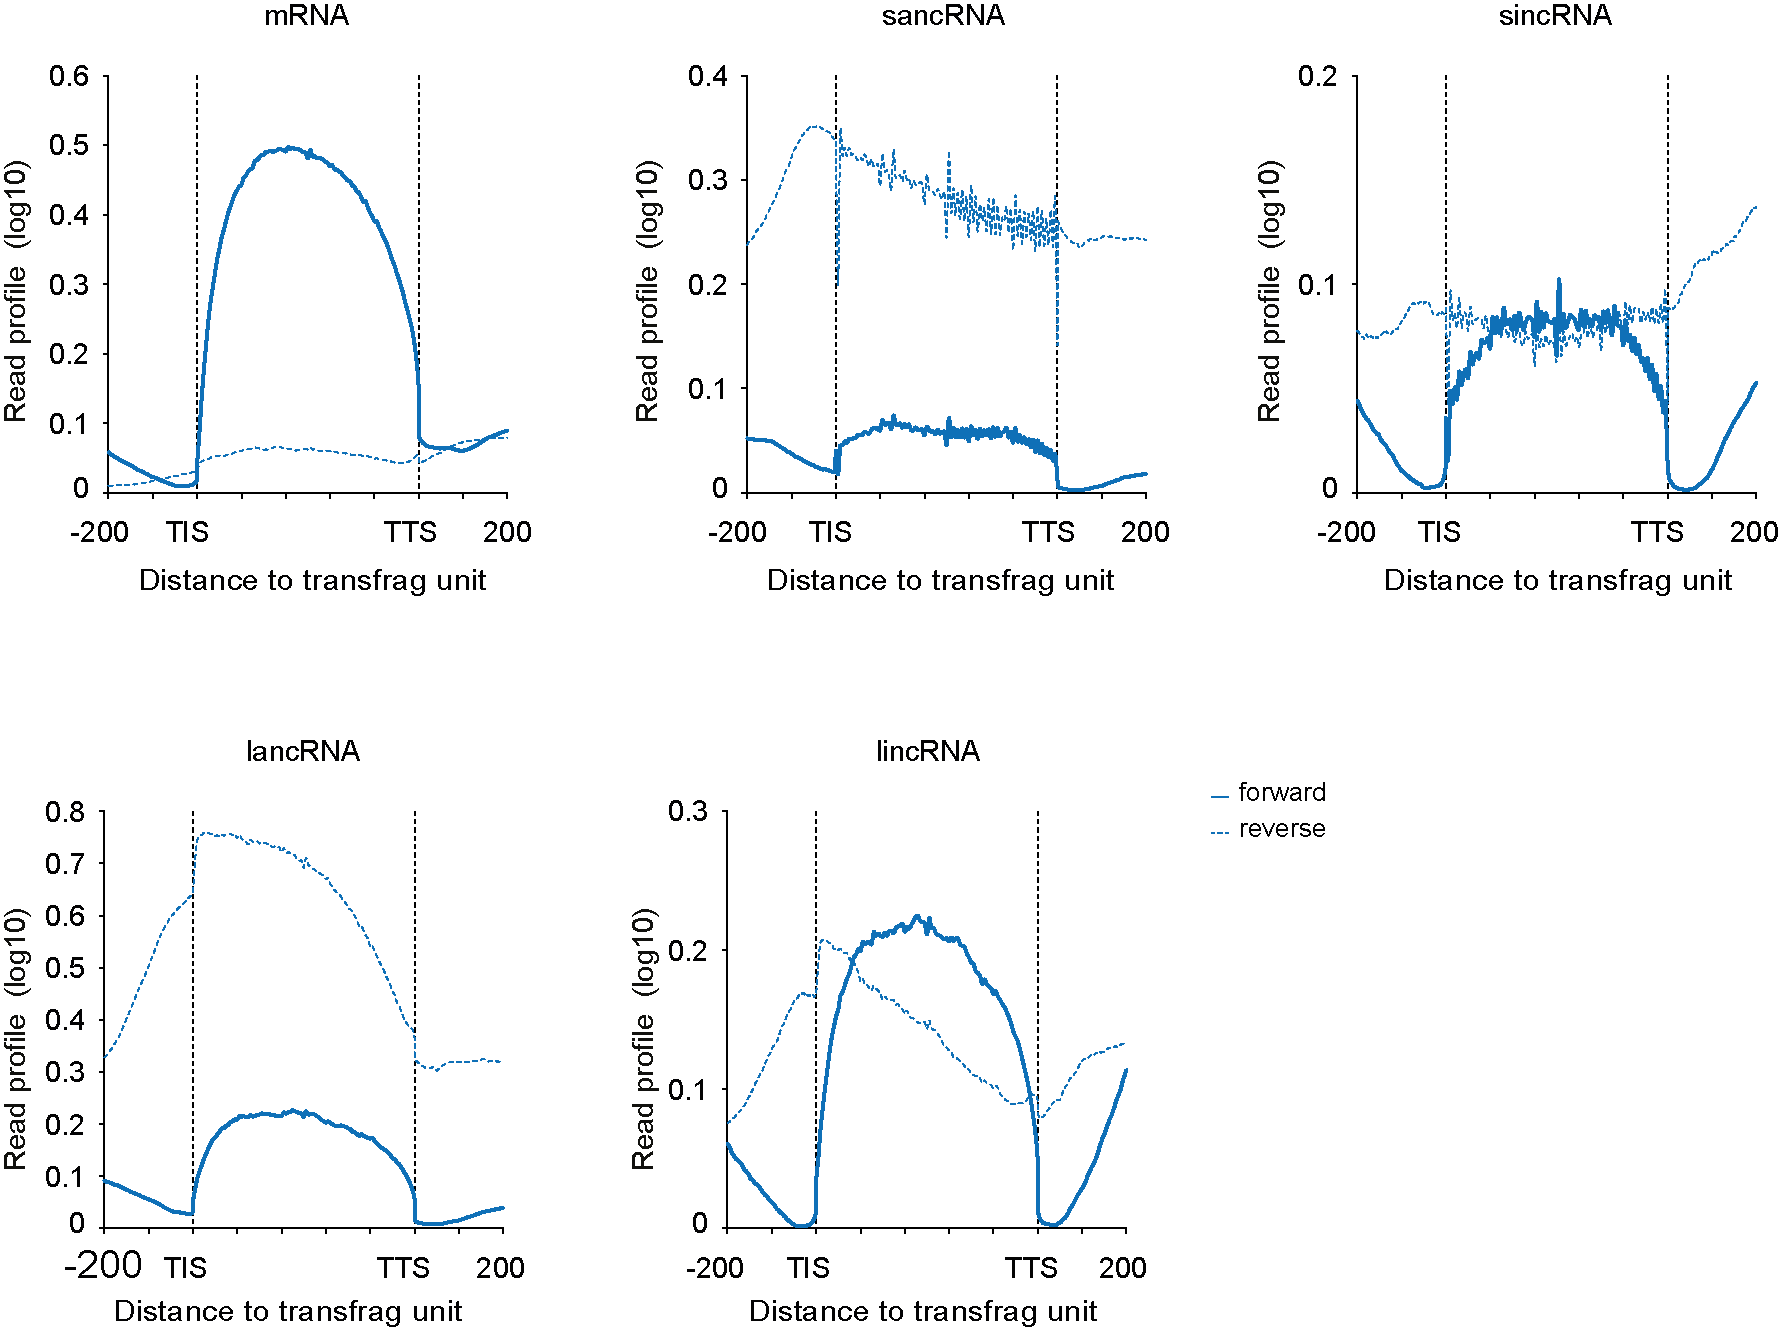

Additional file 6: Figure S2. Average read profile of each RNA classes. Solid line indicates forward strand while dotted line indicates reverse (antisense of the forward) strand. TIS indicates transcription initiation site and TTS indicates transcription termination site.

# Supplementary material for: Functional elucidation of the non-coding RNAs of Kluyveromyces marxianus in the exponential growth phase
**Source:** BMC Genomics. 2016 Feb 29;17:154. doi: 10.1186/s12864-016-2474-z
**Supplement:** Additional file 7: Figure S3. — Differential expression of transfrags. (A) Differential expression pattern of mRNA/lancRNA pairs. (B) Differential expression pattern of mRNA/sancRNA pairs.

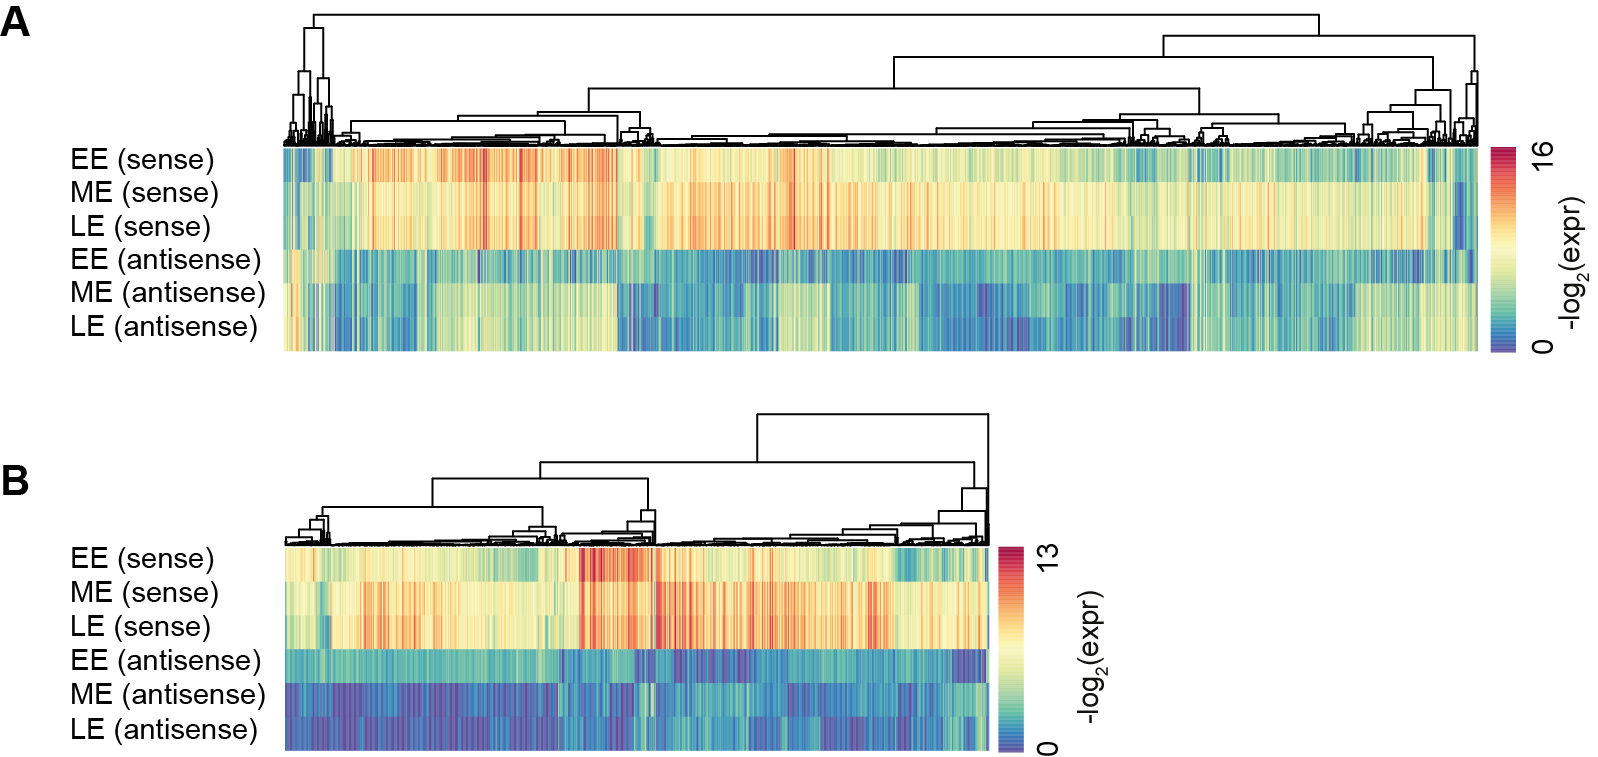

Additional file 7: Figure S3. Differential expression of transfrags. (A) Differential expression pattern of mRNA/lancRNA pairs. (B) Differential expression pattern of mRNA/sancRNA pairs.

# Supplementary material for: Functional elucidation of the non-coding RNAs of Kluyveromyces marxianus in the exponential growth phase
**Source:** BMC Genomics. 2016 Feb 29;17:154. doi: 10.1186/s12864-016-2474-z
**Supplement:** Additional file 8: Figure S4. — Significantly enriched KEGG pathways of genes with lancRNAs in S. cerevisiae. Significantly enriched KEGG pathways of genes with lancRNA which covers more than half of coding region at ME (mid exponential), ES (early stationary), and HS (heat shock) conditions. Red words indicate carbohydrate metabolism or energy metabolism pathways. In constrast to K. marxianus with no KEGG annotation, gene-pathway link information within KEGG annotation was used rather than inferred by homology search.

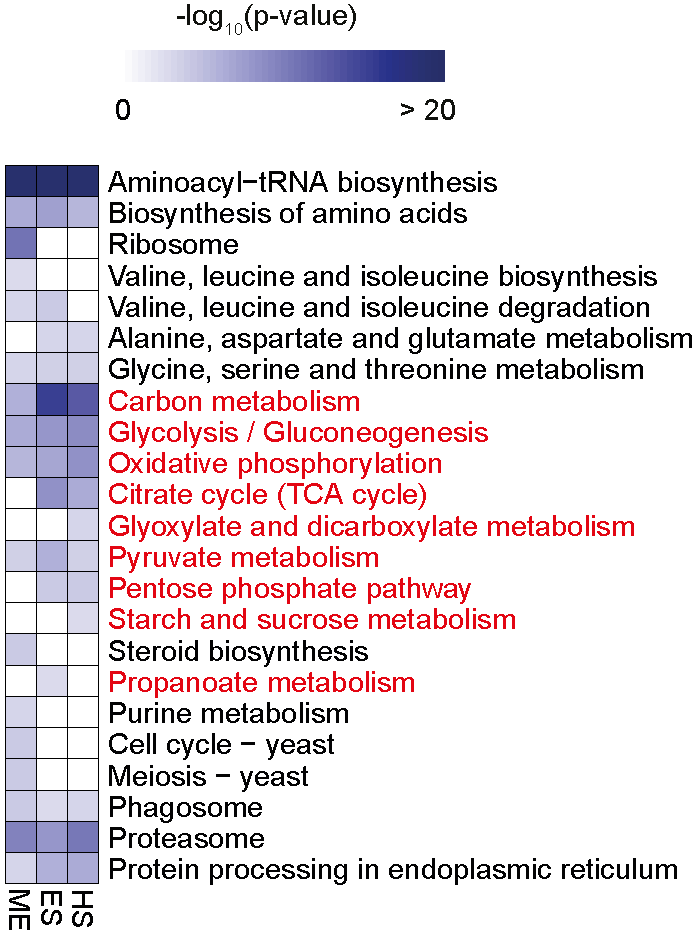

**Additional file 8: Figure S4.** Significantly enriched KEGG pathways of genes with lancRNAs in *S. cerevisiae*. Significantly enriched KEGG pathways of genes with lancRNA which covers more than half of coding region at ME (mid exponential), ES (early stationary), and HS (heat shock) conditions. Red words indicate carbohydrate metabolism or energy metabolism pathways. In constrast to *K. marxianus* with no KEGG annotation, gene-pathway link information within KEGG annotation was used rather than inferred by homology search.

How the deposited data were processed for this re-analysis (not part of the article)

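*K. marxianus* was sequenced as RNA depleted of rRNA, with strand information, in 6 libraries, 2 from each of the growth phases EE, ME and LE. The growth phase of each library was taken from its label and the paper's culture densities. The authors trimmed the reads, mapped them to the contigs of the assembly with CLC genomics workbench and placed non-specific matches at random. The authors joined the reads of all growth phases into transfrags, merged close neighbours, divided transfrags at gene boundaries and scaled the reads of each library by a DESeq size factor. The values deposited by the authors are a normalized read signal, 1 value per transfrag and growth phase, averaged over 2 libraries, rounded to 2 decimals and not scaled by transfrag length. The analysis had been laid out for counts per library, and the values turned out to hold this other unit. Tests of differential expression, fits with a replicate term and fits without single replicates were therefore not made. No p-value is given for a change of 1 transfrag, and such changes have no replicate check.

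The deposited annotation gave the contig, strand, first and last base of each of the 14298 transfrags, and the RNA class was taken from it as the authors gave it. Sense, antisense and intergenic transfrags are the mRNAs, the lancRNAs with the sancRNAs, and the lincRNAs with the sincRNAs. The RNA genes of Table S3, the mapped reads of Table S1 and the closest homologs of Table S4 were read from the supplementary tables. Of Table S2 and Table S4, 1998 entries each were held here, so a missing homolog name says nothing about a transfrag.

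The low levels of each growth phase were searched for the pair of steps whose whole multiples add up to them, which gave the size factors of both libraries. The levels of the EE libraries up to 12 were split into reads with these steps, and the spread between both libraries was measured there and applied to all growth phases as a wider noise than counting. The reads per transfrag were not recovered at higher levels. Simulations of equal levels used the mean level of each transfrag, the size factors and either noise, with the authors' filter on the mean level, 20 times each. The precision of a level was taken from counting alone, and it is lower in EE, where an estimated 18.9% of the mapped reads fell on the transfrags, against 39.0% in ME and 36.7% in LE.

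Levels were compared as log2 of the level plus 1, and a level at or under 3 reads was treated as a lower bound. Pairs were all mRNA and lancRNA transfrags overlapping by at least 1 bp on opposite strands. Pearson's and Spearman's coefficients of log10(level + 1) were tested by two-sided permutation of the pairing with 100000 permutations, and intervals came from 2000 bootstrap samples of pairs. P-values were adjusted by the Benjamini-Hochberg method within each family of tests. The paper's calls were replaced by a change of at least 2-fold in ME or LE, so the groups of pairs are not those of the paper. Lists of transfrags were set against 10000 random lists of the same size, each drawn among the lancRNAs up to 50 ranks of mean level above or below. The transfrags named were all those drawn in Fig. 3c and, for mRNAs and lancRNAs, the 2 largest rises and the 2 largest falls in LE against EE among those with a mean level of at least 10 and the same direction in ME. The rule also asked for an adjusted p-value, which does not apply to these data.

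The methods were tested on simulated data. With 200 sets of 400 pairs, 9 sets had a p-value under 0.05 at a true r of 0 and 200 at a true r of 0.3, and 188 of the intervals held the true value. A variance over mean of 2.4 was found as 2.52, and 40.4% of transfrags made highest in a growth phase were found as 40.3%. The search for the steps found both in 15 of 21 simulated columns. Of the 6 columns in which it went wrong, 5 had less than 99% of the low values on the steps found, and in 1 no value equalled a single step. In the deposited levels, at least 255 values equalled each single step, and in columns simulated with the steps found in EE, ME and LE the search found them in 5 of 5 each. The check on single steps was added after a simulated column had failed. The alternatives set before the data were examined were other pseudocounts, overlaps and splits of the mRNA level, levels per kb, rank correlation, 1 pair per transfrag, scaling by the summed levels, leaving out the 100 highest transfrags and subtracting the estimated wrong-strand reads. Other alternatives were chosen after seeing the data: scaling by mapped reads, a mean level of at least 10, other fold limits, and leaving out the transfrags that overlap RNA genes. Enrichment of pathways and comparison with *S. cerevisiae* were not analysed here. The analysis used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9.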

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

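The test on reads of the RNA genes in this part was chosen after the result was seen.

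The lancRNA transfrags that overlap RNA genes of Table S3 held 37.6% of the summed lancRNA level in ME, against 12.1% in EE. They are listed here because the paper does not discuss them and states that such overlaps were removed. A share of 35.8% was seen in LE, and the 5 highest lancRNAs alone held 27.0% of the lancRNA level in EE, 51.0% in ME and 53.5% in LE. They did not all move alike: transfrag31045 rose from 1527 in EE to 73999 in LE, while transfrag16221 fell from 6914 to 203.1. With 1 mean level per growth phase the difference between growth phases was not tested. A candidate explanation is that reads of abundant RNA genes were assigned to the wrong strand. At the rate estimated from the highest mRNAs, the reads of RNA genes needed would be 5.76 times all mapped reads in ME, 6.73 times in LE and 1.27 times in EE. That argues against this rate of wrong-strand reads as the source, most clearly in ME and LE. A higher rate for structured RNAs, a strand recorded the wrong way for the RNA genes, unequal depletion of rRNA between libraries and reads of several copies placed at random stay open, as does a change with growth phase. Without these transfrags the lancRNAs held 3.27% of the summed level in EE, 6.16% in ME and 5.58% in LE.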

How the results depend on the processing

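Alternatives named here as added were chosen only after the data were seen, and all others were set before. No paired analysis was possible because the values are 1 mean per growth phase and no result comes from a test between libraries. For the same reason other normalizations and thresholds of differential expression, filters on counts per library, the fit without each replicate and the clustering of the libraries were not run. CPM of the library total was not run, since 1 factor per growth phase moves no ratio of class medians, nor were transfrags without a class, as each had one.

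Among the 18 correlations of levels, all kept their direction and their side of an adjusted p of 0.05 with a pseudocount of 0.1, with levels of 0 left out, after subtraction of the estimated wrong-strand reads and, added, without transfrags overlapping RNA genes. In EE at low mRNA level, an overlap of at least 100 bp gave -0.0601 (adjusted p 0.0397), against -0.0269. The sign there was reversed with 1 pair per mRNA and per lancRNA (0.0261) and with the mRNA level divided at 3 (0.00269), and in ME at low mRNA level with division at 2 (-0.0163). None of these 3 passed the threshold, with adjusted p from 0.382 to 0.909. In ME at low mRNA level, r was 0.107 with the mRNA level divided at 3, 0.0837 per kb, 0.140 with 1 pair per mRNA and per lancRNA and 0.119 as a rank correlation, each past the threshold. Division at 2 left r at low mRNA level no longer past it, at 0.0259 in LE and, among covered pairs, 0.0456 in EE and 0.0881 in ME. Level per kb did so among covered pairs at low mRNA level, with 0.0135 in EE and 0.0517 in ME. The cause was not tested.

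The r of log2 changes in ME passed the threshold at -0.0757 after subtraction of wrong-strand reads and, added, at -0.0613 with mean levels of at least 10. In LE it passed at 0.0948 (adjusted p 0.00494, two-sided permutation test) where both members changed 2-fold. It reversed to -0.0668 with mean levels of at least 10, also past the threshold (adjusted p 0.0431 by that test). Both of these were added. After subtraction of wrong-strand reads it reversed to -0.00798 (adjusted p 0.696 by that test). The cause was not tested. Scaling by summed levels or mapped reads left both values on the same side.

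Without the 100 highest transfrags, the shares of sense, antisense and intergenic transfrags were 86.6%, 8.67% and 4.78% in EE, 88.9%, 8.06% and 3.07% in ME, and 89.4%, 8.14% and 2.48% in LE. Without transfrags overlapping RNA genes, an added alternative, they were 92.6%, 3.57% and 3.82%, then 90.3%, 6.33% and 3.32%, then 91.9%, 5.68% and 2.39%. Each follows from the transfrags left out.

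Per kb, the ratio of medians in EE, ME and LE was 0.454, 0.36 and 0.468 for lancRNA to mRNA, and 0.597, 0.404 and 0.510 for lincRNA to mRNA. It was 1.74, 0.397 and 0.263 for sancRNA to lancRNA, and 1.30, 0.496 and 0.323 for sincRNA to lincRNA. The short classes were reversed in EE and not in ME or LE, so length by itself does not give the reversal. Their EE medians of 4.08 lie close to the level of 3 reads.

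Of transfrags with a mean level of at least 10, which are fewer, 4084 changed at least 2-fold in ME, 4428 in LE and 978 between LE and ME, against 9103, 9967 and 2856 of all. By strand, 1169 antisense and 507 intergenic transfrags changed, against 4558 and 2003. At 4-fold, the counts were 4295, 5229 and 357, and 2532 sense, 2674 antisense and 1026 intergenic transfrags. Scaled by mapped reads, 4766 changed between LE and ME. These alternatives were all added. Of the changes, 42.0% in ME, 38.7% in LE and 26.2% between LE and ME were increases, 71.1%, 52.1% and 8.85% with mapped reads, and 48.2%, 35.3% and 7.59% with summed levels. With a mean level of at least 10 they were 68.6%, 67.7% and 35.8%. Against EE, the direction of most changes was thus another with mapped reads and at higher levels but not with summed levels, while most changes between LE and ME were decreases in each of these. Which scaling is right was not tested.

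For Fig. 3c, 8 sense transfrags were at least 2-fold higher in ME with mapped reads, against 5. Reversed with mapped reads were transfrag08631 (0.60 in ME and 0.39 in LE), transfrag29060 (0.74 and 0.50) and transfrag06512 in ME (0.087). Of the other log2 changes, 40 moved by more than counting error with mapped reads, 25 with summed levels and 7 after subtraction of wrong-strand reads, none with a change of direction. The 13 antisense transfrags stayed at least 2-fold higher with both scalings.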

Differences from the paper's values

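The groups of pairs by fold change in this part were chosen only after the values had been seen, and no other test here was. The paper gives shares of all mapped reads by position, whereas the shares here are of the summed level on transfrags, so both are different quantities.

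The paper states that ncRNAs took 30% of the reads, and the ncRNA transfrags held 7.81% of the level in EE, 12.9% in ME and 10.8% in LE. Without the 100 highest transfrags, an alternative set before the data were examined, these were 13.4%, 11.1% and 10.6%, which did not close the gap. For antisense in EE the paper gives 9.5%, against 4.01% here. The same alternative gave 8.67%, but the paper's share leaves out no transfrag, so this does not explain the gap. In ME it moved the share from 9.68% to 8.06%, away from the paper's 10.3%. In LE it moved the share from 8.52% to 8.14%, away from the paper's 9.6%. For intergenic transcription the paper gives 20.5% in EE, 17.7% in ME and 16.3% in LE, against 3.80%, 3.20% and 2.32% here. The same alternative, the only one set before the data were examined that was run on these shares, did not close that gap, with 4.78%, 3.07% and 2.48%. Of the bases of intergenic ncRNAs, the paper gives 26.0% as transcribed on the opposite strand, against 40.6% here, and no alternative was set for it. Of the protein-coding transfrags, the paper gives 77.5% with an ncRNA on the opposite strand, against 52.9% here, a ratio under 1.5.

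The paper describes the *PFK* sense transfrag as not induced, while its log2 change was 0.80 in ME and 1.05 in LE. The paper called changes by DESeq, and the values here are changes of mean levels without a test, so both may hold. For the *MDH* homologs, the paper describes antisense transcription as induced in both, and in the same sentence as increased in 1 and decreased in the other. Here transfrag26369 rose by 2.85 on the log2 scale in ME and transfrag29654 was at least 9.24-fold higher, which goes with induction in both and not with a decrease. The paper reports a negative correlation at low mRNA level where the lancRNA alone changed, while r with a 2-fold change in place of the paper's calls was -0.0109 in EE, -0.0267 in ME and 0.0112 in LE. A 1.5-fold change, chosen after seeing the values, gave -0.0873, -0.0549 and -0.0680, none past the threshold. The paper states that transfrags overlapping RNA genes were removed, while 113 were present.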

Other observations

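The tests in this part were chosen after the results were seen, with the following exceptions. Set before were the subtraction of wrong-strand reads, leaving out the 100 highest transfrags, and r of log2 changes over all and over covered pairs.

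Of the sancRNAs 74.3% (2026 of 2726) and of the sincRNAs 70.1% (904 of 1290) were highest in EE, against 46.9% of the mRNAs. Lower depth of the EE libraries with the filter on the mean level may raise such a share. With equal levels and the wider noise between libraries, 53.5% of the sancRNAs and 55% of the sincRNAs were highest in EE, and 44.0% and 42.6% with counting noise, which argues against depth as the whole cause. The mRNAs gave 36.2% with the wider noise, so noise and the filter by themselves give a large part of the contrast with the mRNAs. The wider noise was measured in EE alone. Scaled by mapped reads, 59.7% and 50.8% were highest in EE, against 25.8% of the mRNAs, so a contrast was seen with this scaling too. What noise gives with this scaling was not simulated, and the 50.8% is below the 55% that noise gave with the authors' scaling. For the shares themselves, which scaling is right is not known, so the authors' scaling and a higher level in EE cannot be told apart. At mean levels of at least 10 the shares were 29.5% (13 of 44) and 51.2% (22 of 43), against 33.3% (1337 of 4021) of the mRNAs. At these levels the contrast was thus not seen for the few sancRNAs.

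The levels in EE lay farther from those of ME and LE than these from each other. With equal levels and the wider noise, r of EE and ME was 0.957, against 0.792 observed, so lower depth and noise of that size do not account for it. A difference between library batches was not tested, and a change with growth phase stays open.

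The antisense share of the summed level was higher in ME and LE than in EE. Without transfrags overlapping RNA genes it was 6.33% in ME and 3.57% in EE, so these were not the whole cause. Without the 100 highest transfrags it was 8.67% in EE and 8.06% in ME. A few transfrags with most of the level are thus a candidate explanation of the rise. This concerns the share alone. With 86 lancRNAs that overlap RNA genes or are among the highest set aside, the other lancRNAs still held 1.72% of the whole level in EE and 3.06% in ME. At mean levels of at least 10, 782 antisense transfrags were at least 2-fold higher in ME and 195 lower, beside 1826 and 879 sense transfrags. Over all antisense transfrags the balance was the other way, with 1388 higher and 2387 lower. A broader rise of antisense levels therefore stays open for transfrags with a mean level of at least 10.

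Wrong-strand reads from highly expressed mRNAs may raise the lancRNAs opposite them. After subtraction of the estimate, 11 of the 12 lancRNAs of Fig. 3c with an overlapping mRNA analysed here were still at least 2-fold higher in both ME and LE, *PDC* being the exception. At high mRNA level, r fell with the subtraction from 0.235 to 0.142 in EE, from 0.321 to 0.251 in ME and from 0.318 to 0.266 in LE. Reads at the estimated rate may thus account for a part of the correlation but not for the whole. A rate that varies between loci was not tested.

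The stronger correlation where more than 50% of the mRNA is covered may come from transfrag length. Given both lengths, the difference in r was 0.0441 in EE, with an interval that holds 0, and there it cannot be told apart from an effect of length. In ME it was 0.0890 and in LE 0.109, with intervals above 0, though in ME from only 0.000355. The intervals treat pairs that share a transfrag as independent. They argue against length as the whole cause in LE and leave ME open.

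An opposite transfrag was more common for mRNAs with a high level, and length may explain this as well. Within 10 bins of length, mRNAs above the median level had an opposite transfrag more often by 15.9 percentage points on average, which argues against length alone. There was no such difference among the longest (96.2% against 95.8%) or the shortest mRNAs (20.8% against 20.6%). Of the 100 highest mRNAs, 65 were in the longest bin, and all mRNAs of their bins would give 89.4% in place of 98%. The remaining 8.62 percentage points argue against length as the whole cause, but length goes with most of this share. Deeper reading of transcribed loci stays open.

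A correlation of levels across pairs may arise where both members rise and fall together. The r of their log2 changes was -0.0409 in ME and 0.0220 in LE, and both intervals stayed under 0.1. Over all pairs this argues against common changes over these growth phases as the whole source. In LE, r was 0.0948 (interval 0.0369 to 0.155) where both members changed 2-fold and 0.0726 (-0.000755 to 0.143) in covered pairs, so a small part stays open in such pairs in LE. In ME the same pairs gave -0.0524 and -0.0165. In LE, pairs with mean levels of at least 10 gave r in the other direction, -0.0668 (adjusted p = 0.0431, two-sided permutation test). All pairs gave -0.00798 in LE after subtraction of wrong-strand reads. The lengths of both transfrags were tested, and other properties of the loci were not. Given both lengths, r of the levels in EE fell from 0.333 to 0.0560 in covered and from 0.0764 to 0.0119 in other pairs. In ME it fell from 0.499 to 0.28 and from 0.273 to 0.191. In LE it fell from 0.519 to 0.308 and from 0.267 to 0.1995. Length may thus account for most of the correlation in EE, and for a part of it in ME and LE.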
